# Divergent functions of hematopoietic transcription factors in lineage priming and differentiation during erythro-megakaryopoiesis

**DOI:** 10.1101/gr.164178.113

**Published:** 2014-12

**Authors:** Maxim Pimkin, Andrew V. Kossenkov, Tejaswini Mishra, Christapher S. Morrissey, Weisheng Wu, Cheryl A. Keller, Gerd A. Blobel, Dongwon Lee, Michael A. Beer, Ross C. Hardison, Mitchell J. Weiss

## Abstract

Combinatorial actions of relatively few transcription factors control hematopoietic differentiation. To investigate this process in erythro-megakaryopoiesis, we correlated the genome-wide chromatin occupancy signatures of four master hematopoietic transcription factors (GATA1, GATA2, TAL1, and FLI1) and three diagnostic histone modification marks with the gene expression changes that occur during development of primary cultured megakaryocytes (MEG) and primary erythroblasts (ERY) from murine fetal liver hematopoietic stem/progenitor cells. We identified a robust, genome-wide mechanism of MEG-specific lineage priming by a previously described stem/progenitor cell-expressed transcription factor heptad (GATA2, LYL1, TAL1, FLI1, ERG, RUNX1, LMO2) binding to MEG-associated *cis*-regulatory modules (CRMs) in multipotential progenitors. This is followed by genome-wide GATA factor switching that mediates further induction of MEG-specific genes following lineage commitment. Interaction between GATA and ETS factors appears to be a key determinant of these processes. In contrast, ERY-specific lineage priming is biased toward GATA2-independent mechanisms. In addition to its role in MEG lineage priming, GATA2 plays an extensive role in late megakaryopoiesis as a transcriptional repressor at loci defined by a specific DNA signature. Our findings reveal important new insights into how ERY and MEG lineages arise from a common bipotential progenitor via overlapping and divergent functions of shared hematopoietic transcription factors.

Hematopoiesis is driven by networks of transcription factors that establish tissue-specific programs of gene expression (Orkin and Zon 2008; Kerenyi and Orkin 2010; Novershtern et al. 2011). Low-level expression of lineage-specific genes precedes lineage commitment in hematopoietic stem and progenitor cells (HSPCs), a process referred to as “lineage priming” (Hu et al. 1997; Miyamoto et al. 2002; Ng et al. 2009; Zandi et al. 2010; Novershtern et al. 2011). This correlates with the presence of specific “bivalent” chromatin states, although the underlying transcriptional mechanisms are unclear (Cui et al. 2009; Weishaupt et al. 2010; Zhou et al. 2011).

Erythrocytes and platelets originate from a common bipotential megakaryocyte-erythroid progenitor (MEP). A few lineage-restricted transcription factors, including erythroid (ERY)-enriched KLF1 (also known as EKLF) and megakaryocyte (MEG)-enriched FLI1 and ETS1, regulate the divergence of MEG and ERY phenotypes (Lulli et al. 2006; Orkin and Zon 2008; Kerenyi and Orkin 2010; Tallack et al. 2010; Novershtern et al. 2011). However, most transcription factors known to regulate erythro-megakaryopoiesis, including GATA1, GATA2, GFI1b, TAL1 (also called SCL), and FOG1, are shared between the two lineages with unique, essential roles in each (Hu et al. 1997; Miyamoto et al. 2002; Ng et al. 2009; Kerenyi and Orkin 2010; Zandi et al. 2010; Novershtern et al. 2011). Combinatorial interactions between transcription factors mediate cell type-specific chromatin binding and gene expression (Cheng et al. 2009; Cui et al. 2009; Fujiwara et al. 2009; Yu et al. 2009; Kassouf et al. 2010; Weishaupt et al. 2010; Wilson et al. 2010; Tijssen et al. 2011; Wu et al. 2011; Zhou et al. 2011; Dore et al. 2012). However, the molecular mechanisms of this selectivity are incompletely solved.

GATA1 and GATA2 are related transcription factors that recognize similar DNA motifs and act sequentially in blood development by orchestrating broad programs of gene activation and repression. Expression of GATA2 predominates in early hematopoiesis and declines during differentiation and maturation of most lineages, with a concomitant increase in GATA1 (Leonard et al. 1993; Grass et al. 2003). GATA1 gradually replaces GATA2 at a subset of its chromatin occupancy sites (OSs) in a process referred to as a “GATA switch” (Weiss et al. 1994; Bresnick et al. 2010; Kaneko et al. 2010; Snow et al. 2011; Dore et al. 2012). Genome-wide GATA switching at lineage-specific loci suggests a possible mechanism of hematopoietic lineage priming whereby GATA2 expressed in progenitor cells acts as a prebound factor prior to lineage-specific GATA1-mediated induction. However, although GATA1 completely replaces GATA2 in late erythropoiesis, substantial levels of GATA2 persist in MEG, suggesting distinct functions for the coexpressed GATA proteins (Visvader and Adams 1993; Chou et al. 2009).

This study examined the following unresolved questions related to the actions of GATA1, GATA2, and associated transcription factors in establishing and maintaining the ERY and MEG lineages: (1) What determines selective binding of GATA1 to lineage-specific *cis*-regulatory modules (CRMs)? (2) What is the scope and functional significance of GATA switching genome-wide, particularly in MEG? (3) How do the functions of GATA1 versus GATA2 overlap and differ in MEG? (4) To what extent does GATA switching play a role in hematopoietic lineage priming? We addressed these questions in primary cells (ERY) or primary cultured cells (MEG) expressing physiological levels of relevant transcription factors. As part of the Mouse ENCODE Project (The Mouse ENCODE Consortium et al. 2012; The Mouse ENCODE Consortium et al. 2014), we mapped the genome-wide chromatin occupancy of four master hematopoietic transcription factors (GATA1, GATA2, TAL1, and FLI1) and three histone methylation marks (H3K4me1, H3K4me3, and H3K27me3) in lineage-committed ERY and MEG cells. In addition, we defined global gene expression changes that accompany the development of these mature lineages from HSPCs. By correlating gene expression with transcription factor occupancy, we produce a global functional annotation of chromatin dynamics during erythro-megakaryopoiesis. Our findings provide new insights into GATA protein functions and reveal a robust, genome-wide mechanism of MEG lineage priming in multipotential hematopoietic progenitors.

## Results

### GATA1 and TAL1 regulate broad, divergent transcriptional programs in erythro-megakaryopoiesis

We generated and compared the following murine hematopoietic populations (Fig. 1A): primary fetal liver-derived erythroblasts (Ter119^+^ CD71^high^; >97% purity); megakaryocytes cultured from primary fetal liver HSPCs (CD41^+^ CD42^+^; >94% purity), and HSPCs (lin^−^ Sca1^+^ Ter119^−^; >94% purity). (Details about the cell purification and culture are given in the Methods, Supplemental Methods, and Supplemental Fig. 1.) We mapped GATA1 and TAL1 occupancy sites (OSs) in fetal liver-derived MEG and ERY cells by chromatin immunoprecipitation followed by massively parallel DNA sequencing of transcription factor-bound DNA (ChIP-seq) (Fig. 1A). We used irreproducible discovery rate at a threshold of 0.02 to determine the number *n* of reproducible peaks in our replicate data sets as a high-stringency, conservative peak calling approach (Li et al. 2011; Landt et al. 2012). For cases in which the smaller number of peaks identified by the approach could bias data interpretation, findings were confirmed using a larger set of reduced stringency peaks (Supplemental Methods).

**Figure 1.**
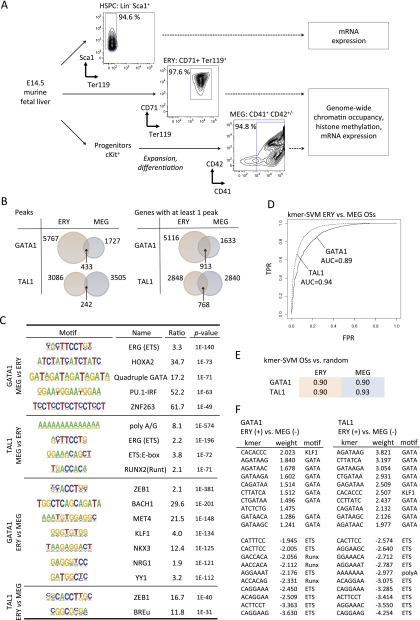
Context-specific functions for GATA1 and TAL1 in erythro-megakaryopoiesis. (*A*) Experimental scheme for deriving and analyzing hematopoietic stem cell and progenitor cells (HSPCs), erythroblasts (ERY), and megakaryocytes (MEG) from murine fetal liver. (*B*) Venn diagrams showing the intersection between ERY and MEG of transcription factor occupancy site (OS) peaks (Peaks) and transcription factor-bound genes (Genes). The latter is defined as a gene with at least one OS peak mapping between 10 kb upstream of the TSS and 3 kb downstream from the polyadenylation signal (Cheng et al. 2009; Wu et al. 2011). Genes containing multiple OSs were counted only once. (*C*) Motifs overrepresented in the 200-bp sequences surrounding the GATA1 peak center in ERY versus MEG, and vice versa. (*D*) ROC curves for kmer-SVM on GATA1 OSs in ERY versus MEG and TAL1 OSs in ERY versus MEG. (TPR) True positive rate; (FPR) false positive rate. (*E*) kmer-SVM results (AUC) for GATA1 and TAL1 OSs trained against random sequences. (*F*) High weight *k*-mers correspond to known cofactor binding sites. In ERY, KLF1 motifs predict GATA1 binding and GATA motifs predict TAL1 binding. In MEG, ETS and RUNX motifs are positive predictors of GATA1 and/or TAL1 binding.

The genome-wide occupancy patterns were overwhelmingly lineage-specific (Fig. 1B; Supplemental Figs. 2, 3) with only a minority of GATA1 and TAL1 OSs overlapping between ERY and MEG. The distribution of GATA1 and TAL1 OSs across the fetal liver erythroblast genome was similar to what we observed in the G1E erythroid cell line (Cheng et al. 2009). Specifically, most OSs occurred near or within a gene neighborhood, defined as a region spanning 10 kb upstream of and 3 kb downstream from the TSS (Supplemental Fig. 3). The majority of OSs occurred within introns, especially the first intron (Supplemental Figs. 4, 5), although there was a distinct peak of transcription factor density at transcription start sites (TSSs) (Supplemental Fig. 6). Some genes were occupied by TAL1 and/or GATA1 in both lineages, but in most of these cases, transcription factor binding tended to occur at geographically distinct sites, indicating widespread utilization of lineage-specific CRMs in individual gene loci (Fig. 1B and Supplemental Fig. 2).

### Distinct combinations of transcription factor binding motifs contribute to lineage-specific chromatin occupancy

MEG-specific GATA1 and GATA2 OSs are enriched for ETS factor binding motifs (Deveaux et al. 1996; Holmes et al. 2002; Wang et al. 2002; Hazony et al. 2006; Pang et al. 2006; Dore et al. 2012). Having occupancy data for the same transcription factors in two different cell lineages allowed us to search for informative motifs that were not revealed by earlier enrichment analyses of single data sets. We applied the HOMER algorithm for de novo motif discovery, searching for motifs enriched in the OSs from one lineage (e.g., MEG) that are not enriched in the alternate lineage (e.g., ERY) (Heinz et al. 2010). In addition to the enrichment of ETS motifs in GATA1 and TAL1 OS specifically in MEG, we also detected enrichment of several additional DNA motifs, some of which have not been previously implicated in hematopoiesis (Fig. 1C). This discriminative approach further refines the complex DNA signatures of ERY and MEG-specific CRMs.

To define a combination of DNA motifs that is sufficient to predict lineage specific binding, we used a complementary discriminator based on a support vector machine (SVM) framework, kmer-SVM (Lee et al. 2011). The SVM was trained to maximally separate DNA segments bound by GATA1 in MEG versus those bound in ERY based on sequence features. Specifically, we examined the number of occurrences of short nucleotide strings of length *k* (*k*-mers, *k* ranging from 3 to 10). We used the kmer-SVM to discriminate between GATA1 OSs in ERY and MEG, and between TAL1 OSs in ERY and MEG. In each case the program was able to classify the test set sequences with high accuracy, both when OS sets were trained against each other (Fig. 1D) and against a random background (Fig. 1E). The largest weight (i.e., most significant) cofactor *k*-mers were for ETS and RUNX in MEG and KLF1 in ERY (Fig. 1F), but *k*-mers corresponding to binding sites for other cofactors including ZEB1, AP1, and novel elements were also detected (Fig. 1F and data not shown). Although confirming the enrichment analysis, the independent kmer-SVM results also show that these combinations of sequence motifs are sufficient to accurately distinguish MEG versus ERY specific binding at sites bound by GATA1 and TAL1 throughout the genome.

### GATA1-TAL1 and GATA1-FLI1 complexes activate MEG genes

GATA factor functions are influenced by protein interactions (Kim and Bresnick 2007; Bresnick et al. 2010; Kaneko et al. 2010). For example, association of GATA1 with TAL1 stimulates gene activation in erythropoiesis (Cheng et al. 2009; Tripic et al. 2009; Yu et al. 2009). In MEG, gene activation is augmented by GATA1 synergy with ETS family factors FLI1 and GABPA (Wang et al. 2002; Pang et al. 2006). We set out to correlate GATA1 and TAL1 genome occupancy patterns with mRNA expression in ERY and MEG lineages. 

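Fetal livers of mouse embryos were the source of 3 populations, HSPC, MEG and ERY, and each was profiled on 4 GeneChip Mouse Gene ST arrays, 1 per replicate. HSPC were lineage-negative cells sorted for Sca1, and ERY were cells purified with beads on Ter119, an antigen of maturing red cells; neither was cultured. The deposited arrays of the progenitors carry the label HSC, and they were taken as the HSPC of the paper. MEG were grown from fetal liver progenitors in 7 days of expansion and 5 days of differentiation, and then enriched with beads on CD41. The authors summarized the probe sets by RMA and deposited log2 values, on which a difference of 1 is a 2-fold change. Each of 19937 genes was represented by its probe set with the highest mean over the 12 arrays, and probe sets of several genes were left out. A gene counted as expressed if its mean in at least 1 population reached 7.77, the lowest level that any gene of Supplemental Tables 1 and 2 reaches in its highest population by the levels and fold changes printed there. Changes were tested with limma, with 1 mean per population fitted to all 12 arrays and Benjamini-Hochberg adjustment over the expressed genes. A gene was called induced or repressed above a 2-fold change at an FDR under 5%, and unchanged at a nominal P above 0.05 or under a 1.2-fold change; the remaining genes lie between the thresholds. Levels are given as mean ± SD of 4 arrays, and changes with the SE from the model. The median SD of expressed genes was 0.43 over the HSPC arrays, 0.35 over the MEG arrays and 0.16 over the ERY arrays. Changes of known size were also added to simulated arrays, with 67 genes changed 3-fold. Of these, 86.6% were recovered from HSPC to MEG and 80.6% from HSPC to ERY, a difference that was not tested.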

We interrogated a HSPC population (fetal liver Sca1^+^, lin^–^), MEG and ERY transcriptomes on cDNA microarrays (Supplemental Fig. 7), and used the HSPC transcriptome as a reference point to define the developmental changes in gene expression during monolineage differentiation. Of 28,853 genes interrogated, 7513 were significantly expressed in at least one population (Supplemental Methods). 

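At the expression limit used here, 8190 genes were expressed, 6574 of them in HSPC, 6285 in MEG, 5970 in ERY and 4402 in all 3 populations. Gene lists that had been fixed before the data were examined show which cell types the expressed genes represent. All 24 measured genes of platelet and MEG function were expressed, as were the 15 of globins and the red cell membrane and the 15 of heme synthesis and iron uptake. Of 29 genes of stem and progenitor cells, 20 were expressed, and of 21 genes of myeloid granules and monocytes, 15. Markers of other cell types were expressed less completely, with 10 of 17 macrophage genes, 9 of 20 endothelial genes, 5 of 18 lymphoid genes and 3 of 14 mast cell and basophil genes. Of 15 hepatocyte genes, which encode secreted plasma proteins for the most part, 14 were expressed.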

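In MEG, 1541 genes were induced and 1921 repressed relative to HSPC, and 2775 were unchanged. When both criteria for no change were required together, 1305 were unchanged. *Serpinb2*, which encodes an inhibitor of plasminogen activators, rose the most, from 4.71 ± 0.09 in HSPC to 12.04 ± 0.16 in MEG (log2, SD, n = 4), a log2 fold change of 7.33 (SE 0.16, adjusted p = 3.3e-12). The next increases were in the adhesion receptor *Cd226* (log2 fold change 6.20, SE 0.17, adjusted p = 4.4e-11), the membrane glycoprotein *Gpnmb* (log2 fold change 5.90) and the serotonin transporter *Slc6a4* (log2 fold change 5.74). In HSPC, *Serpinb2* and *Cd226* were at less than 2-fold the median level of olfactory receptor genes, 4.09, so the size of their changes and their ranks rest on the array background. Of 24 genes of platelet and MEG function, 21 rose and the other 3 did not pass; *Rab27b*, a GTPase of granule secretion, *Itgb3*, an integrin subunit, and *Vwf*, von Willebrand factor, rose by 5.41, 4.49 and 4.47 on the log2 scale. The list passed camera (adjusted p = 9.0e-14), and had an adjusted p = 0.0944 with an estimated correlation. Genes of DNA replication moved down, with 19 of 23 repressed, among them *Uhrf1* (log2 fold change -2.71), the licensing factor *Cdt1* (-2.71) and the helicase subunit *Mcm7* (-2.62). Their adjusted p was 3.3e-05 as a list, and adjusted p = 0.494 with an estimated correlation. Of 21 genes of mitosis, 9 fell, including *Ect2* (-2.72) and *Aurka* (-1.56), and the list did not pass (adjusted p = 0.191). Stem and progenitor genes went both ways (adjusted p = 0.273 for the list): 9 of 20 fell, such as *Flt3* (-4.42) and *Satb1* (-3.53). Another 5 rose, *Slamf1* (4.31), *Meis1*, *Angpt1*, *Esam* and *Mllt3*, the last 4 named after their values were seen. *Esam* was short of 2-fold without HSPC replicate 1 (0.84) or MEG replicate 1 (0.91), and *Mllt3* without HSPC replicate 3 (0.93) or HSPC replicate 4 (1.00). Of 15 genes of myeloid granules and monocytes, 10 fell (adjusted p = 0.000565, and adjusted p = 0.477 with an estimated correlation), led by the granule proteases *Ctsg* (-5.10) and *Elane* (-5.05). Myeloperoxidase, *Mpo*, fell by 4.80 on the log2 scale, and stood at 10.87 on MEG array 3 and at 5.63, 6.24 and 8.01 on the other 3 MEG arrays. Hepatocyte genes were lower in the cultured MEG, with 12 of 14 repressed (adjusted p = 5.2e-05, and adjusted p = 0.477 with an estimated correlation) and albumin, *Alb*, at 11.50 ± 0.70 in HSPC and 5.78 ± 0.42 in MEG. The induced count was 955 without HSPC arrays 3 and 4, and without HSPC arrays 1 and 2 the mitosis genes counted 8 induced and 7 repressed; both were tried after the values were seen. Of the genes called changed, 44.5% were induced as deposited and 61.4% when each array was centred on ribosomal protein genes, which moves the median of all genes by 0.30.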

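In ERY, 1540 genes were induced and 2056 repressed relative to HSPC, and 2768 were unchanged, or 1325 with both criteria required together. *Alas2*, the first enzyme of heme synthesis in red cells, rose from 6.43 ± 0.18 in HSPC to 12.83 ± 0.05 in ERY (log2, SD, n = 4), a log2 fold change of 6.40 (SE 0.21, adjusted p = 1.3e-10). It followed *Hsd3b6*, a steroid dehydrogenase (log2 fold change 6.92, SE 0.32, adjusted p = 1.8e-09), and preceded *Trim10* (log2 fold change 6.31). All 15 genes of globins and the red cell membrane rose, among them *Rhag*, of the Rh complex (6.25), *Epb42*, protein 4.2 (6.24), and the anion exchanger *Slc4a1* (5.85). So did all 15 genes of heme synthesis and iron uptake, such as *Cpox* (4.66), the transferrin receptor *Tfrc* (4.43) and the mitochondrial iron importer *Slc25a37* (4.39). Both lists passed camera (adjusted p = 3.0e-13 and 2.7e-11), and with an estimated correlation as well (adjusted p = 0.0240 for each). Of 18 genes of autophagy and mitochondrial clearance, 7 rose, including *Wipi1* (3.05) and the mitochondrial receptor *Bnip3l* (2.04; adjusted p = 0.00311 for the list, and adjusted p = 0.477 with an estimated correlation). Of 21 genes of mitosis, 11 rose, led by the kinetochore genes *Cenpe* (3.14) and *Cenpf* (2.83; adjusted p = 5.2e-05, and adjusted p = 0.477 with an estimated correlation). Their median change was 1.44 on the log2 scale and, tried after the values were seen, 0.92 with 8 risen without HSPC arrays 3 and 4 and 2.35 with 12 risen without HSPC arrays 1 and 2. Of 23 genes of DNA replication, 7 rose, led by the polymerase subunit *Pola1* (1.95; adjusted p = 0.0204, and adjusted p = 0.657 with an estimated correlation and 0.147 with fry). Without HSPC arrays 3 and 4, tried after the values were seen, 2 of them rose, and without HSPC arrays 1 and 2, 9. *Cenpe*, *Cenpf* and *Pola1* are among the longer genes of these lists, and their HSPC levels differed between arrays (6.70 ± 1.62, 7.08 ± 0.95 and 7.96 ± 1.34). Of the stem and progenitor genes, 17 of 20 fell and 1 rose, *Mllt3* (3.50), named after its value was seen; *Cd34* fell by 5.81 on the log2 scale (adjusted p = 5.1e-05, and adjusted p = 0.264 with an estimated correlation). Of 15 myeloid genes, 14 fell, of which the protease *Prtn3* fell by 5.25 (adjusted p = 1.7e-05, and adjusted p = 0.448 with an estimated correlation). Of 24 genes of platelet and MEG function, 15 fell, led by the ATP receptor *P2rx1*, and 1 rose, *Tubb1*, a tubulin of platelets named after its value was seen (1.19; adjusted p = 0.0247 for the list, and adjusted p = 0.555 with an estimated correlation). Hepatocyte genes were higher in ERY, with 13 of 14 induced, such as the fibrinogen gene *Fgg* (2.99) and *Apob* (2.99; adjusted p = 6.4e-05, and adjusted p = 0.477 with an estimated correlation). Of 10 macrophage genes, 1 fell and 7 rose, among them *Vcam1* (2.66) and *Cd5l* (2.35; adjusted p = 0.0258, and adjusted p = 0.555 with an estimated correlation), and the list no longer passed without HSPC replicate 1 (adjusted p = 0.0604) or ERY replicate 2 (adjusted p = 0.0701). The gene that fell, *Csf1r*, named after its value was seen, had a log2 fold change of -1.19 (adjusted p = 0.0451) and lost its call in most fits that left out 1 array, with a change of -0.96 (adjusted p = 0.130) without ERY replicate 1. Of the genes called changed, 42.8% were induced as deposited and 61.1% with centring on ribosomal protein genes, which moves the median of all genes by 0.36.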

We designated genes as developmentally induced or repressed if their mRNA expression significantly (FDR < 5%) changed more than twofold relative to HSPC (Fig. 2A). Although some genes are known to be regulated by CRMs that are quite far from a promoter, our ability to discern targets of distal CRMs is in its infancy. Thus, we confined our correlative analysis to genes with transcription factor occupancy within their neighborhood (10 kb upstream of and 3 kb downstream from the TSS), making the simplifying assumption that each gene was regulated by transcription factors bound within this interval. In both lineages, co-occupancy by both GATA1 and TAL1 was associated with increased likelihood of gene induction (Fig. 2B). 

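Both lineages induced 639 genes, which are 41.5% of the 1541 induced in MEG and 41.5% of the 1540 induced in ERY, where independent lists of these sizes would share 290. Genes of this kind were *Wipi1* of autophagy, with a log2 fold change of 2.65 (SE 0.29, adjusted p = 7.9e-06) in MEG, and *Tal1*, a transcription factor of the erythroid and MEG lineages, with 1.49 in MEG and 2.41 in ERY. Both repressed 1066 genes, which are 55.5% of those repressed in MEG and 51.8% of those repressed in ERY, where independent lists would share 482. The receptor of stem cell factor, *Kit*, fell in both, with log2 fold changes of -3.47 in MEG and -3.93 in ERY. Both comparisons use the same HSPC arrays, which by itself makes their calls overlap. Simulated lineages that differ from HSPC in no gene shared 1.16 induced genes on average, and 5 at most in 100 simulations. The changes of expressed genes in the 2 lineages correlated at r = 0.444, below the 0.718 to 0.751 of such simulated lineages. In the data 71.4% of genes had one sign in both, against 73.7% on average. The covariance of the changes was 0.841, against 0.0852 on average and 0.0792 to 0.0914 over the simulations. The real HSPC arrays, in contrast, hold 94.2% of their variance on 1 axis, a shift common to many genes. The simulations' narrow range gives no sign of such an axis, so they do not bound the overlap that shared HSPC arrays produce. With 2 HSPC arrays used for MEG and the other 2 for ERY, 403 to 533 genes were induced in both over the 6 possible splits. The shared count depends on which HSPC arrays serve as the reference: it was 991 without HSPC replicate 1 (52.4% of the genes induced in MEG and 53.5% of those induced in ERY) and, tried after the values were seen, 1356 without HSPC arrays 1 and 2 (61.6% and 62.2%) and 263 without HSPC arrays 3 and 4 (27.5% and 25.2%). With centring on ribosomal protein genes, 1051 genes were induced (51.4% and 48.6%) and 624 repressed in both.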

Although this correlation is common to both cell types, most of the induced genes differ in the two lineages.

**Figure 2.**
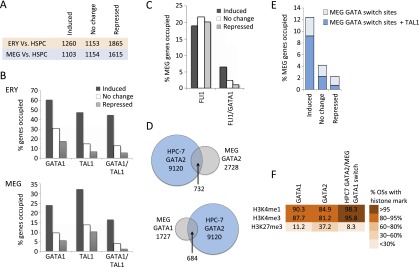
Functional annotation of GATA1, GATA2, and FLI1 occupancy in megakaryopoiesis. (*A*) Numbers of up-regulated (induced), unchanged, and down-regulated (repressed) genes in ERY and MEG compared to HSPCs, used as a reference point. (*B*) Fractions of up-regulated, unchanged, and down-regulated genes (versus HSPC) occupied by GATA1 or TAL1 (irrespective of co-occupancy by other transcription factors) and genes co-occupied by GATA1 and TAL1 in ERY and MEG. (*C*) Fraction of up-regulated, unchanged, and down-regulated genes occupied by FLI1 in MEG (all FLI1 OSs and those co-occupied by GATA1 and FLI1). (*D*) Intersection of transcription factor occupancy peaks between MEG and the multipotent hematopoietic cell line HPC-7 (Wilson et al. 2010). (*E*) Fractions of up-regulated, unchanged, and down-regulated genes containing a GATA switch site (replacement of GATA2 with GATA1) in MEG development, with or without concurrent TAL1 binding. (*F*) Color-coded fractions of transcription factor binding sites associated with H3K4me3, H3K4me1, and H3K27me3 histone methylation patterns in MEG.

We also mapped the genomic locations occupied by the ETS family member FLI1 in MEG. FLI1 occupancy correlated roughly equally with activation, maintenance, or inhibition of gene expression (Fig. 2C) and showed a strong predilection for the TSS region, where its binding most frequently associated with gene repression (Supplemental Fig. 8A,B). However, FLI1 colocalized with GATA1 at a minority (15%) of the FLI1 OSs, and this association strongly correlated with gene induction (Fig. 2C). Thus, the previously described model of megakaryocyte-specific gene activation by GATA1/FLI1 co-occupancy (Wang et al. 2002) occurs genome-wide, involving at least 72 MEG-induced genes (data not shown).

### Distinct genome-wide GATA switches in MEG and ERY development

During ERY and MEG maturation, GATA2 and GATA1 undergo chromatin occupancy switches, in which GATA1 replaces HSPC-expressed GATA2 at a subset of GATA OSs (Kaneko et al. 2010; Dore et al. 2012). In order to obtain a direct measure of GATA switching during hematopoiesis, we compared our chromatin occupancy data with the previously published genome-wide occupancy map of GATA2 in murine HSPC. Since it is not yet feasible to obtain sufficient quantities of primary HSPCs for genome-wide ChIP-seq to analyze chromatin-bound transcription factors, we examined data generated from the multipotent line HPC-7 (Wilson et al. 2010), which is capable of MEG, ERY, and myeloid differentiation (Pinto do Ó et al. 1998). Up to 40% of MEG GATA1 OSs and 27% of MEG GATA2 OSs overlapped with GATA2 occupancy in HPC-7 cells (Fig. 2D). This indicates that extensive GATA factor binding in MEG is established in HSPCs and provides evidence for a genome-wide GATA switch in MEG development. In contrast, only 15% of ERY GATA1 OSs were occupied by GATA2 in HPC-7 (Supplemental Fig. 9), indicating that most GATA1 functions during erythropoiesis occur via de novo binding during cellular maturation rather than developmental transcription factor switching at CRMs prebound by GATA2. Notably, GATA switch sites in MEG were enriched for TAL1 and were strongly associated with gene induction (Fig. 2E). In MEG, these CRMs are associated with a high prevalence of activating H3K4me1 and H3K4me3 histone methylation marks and a comparatively low prevalence of the repressive H3K27me3 histone methylation, consistent with a transcription activating function (Fig. 2F).

### GATA-ETS factor elements are associated with gene silencing in ERY

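Compared directly, 1496 genes were higher and 1320 lower in MEG than in ERY, and 3768 were unchanged. The last count was 1916 with both criteria for no change required together. *Serpinb10* differed the most in favour of MEG, with a log2 fold change of 7.31 (SE 0.41, adjusted p = 5.8e-09), ahead of *Serpinb2* (log2 fold change 6.93) and *AI504432* (log2 fold change 6.85); multimerin, *Mmrn1*, was higher by 6.50. *Serpinb10*, *AI504432*, *Mmrn1* and *Cd226* were at less than 2-fold the background level in ERY. The size of their differences and their ranks therefore rest on the array background. The largest differences in favour of ERY were in *Rhag* (log2 fold change -7.55, SE 0.60, adjusted p = 1.7e-07), *Serpina6*, which encodes a plasma protein (log2 fold change -7.31), *Cldn13* (-7.20), *Alb* (-6.99) and the Rh antigen gene *Rhd* (-6.98). *Rhag* and *Serpina6* were at less than 2-fold the background level in MEG, so the size of their differences and their ranks rest on it. Olfactory receptor genes also varied more over the MEG arrays (median SD 0.61) than over the ERY arrays (0.22). All 24 genes of platelet and MEG function were higher in MEG, including *Cd226* (6.29) and *Rab27b* (5.93; camera, adjusted p = 1.0e-15, and adjusted p = 0.0748 with an estimated correlation). All 15 genes of globins and the red cell membrane, such as the blood group gene *Kel* (-6.64), and all 15 genes of heme synthesis and iron uptake, such as *Alas2* (-6.72), were lower in MEG (adjusted p = 9.0e-14 and 5.9e-12, and adjusted p = 0.0240 for each with an estimated correlation). The cell division genes were lower in MEG too. All 23 genes of DNA replication were lower than in ERY, led by *Rrm2* (-3.23) and *Orc1* (-3.08; adjusted p = 1.4e-09); *Pola1* lost its call with the replicate block (adjusted p = 0.0501) and without 1 of 7 single arrays, up to an adjusted p of 0.141 without MEG replicate 1. Of 21 genes of mitosis, 20 were lower, led by the cytokinesis genes *Ect2* (-4.74) and *Kif23* (-2.90; adjusted p = 2.8e-07); with an estimated correlation both had an adjusted p = 0.448. Of 20 stem and progenitor genes, 9 were higher in MEG, led by *Slamf1* (6.45), and 2, *Mllt3* and *Cdkn1c*, named after their values were seen, were lower (adjusted p = 0.0143, and adjusted p = 0.477 with an estimated correlation). Of 15 myeloid genes, 2 were higher in MEG, the lysozyme gene *Lyz2* (3.38) and *Csf3r*, a cytokine receptor gene (1.03, but 0.52 without MEG replicate 3 and an adjusted p of 0.0619 in a fit of the 8 arrays compared), and 1 when adjusted over the list alone. For every other list and comparison, the counts adjusted over the list alone were the same. All 14 hepatocyte genes were lower in MEG, by 4.50 on the log2 scale in the median (adjusted p = 4.1e-10, and adjusted p = 0.322 with an estimated correlation).

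**Figure D1:**
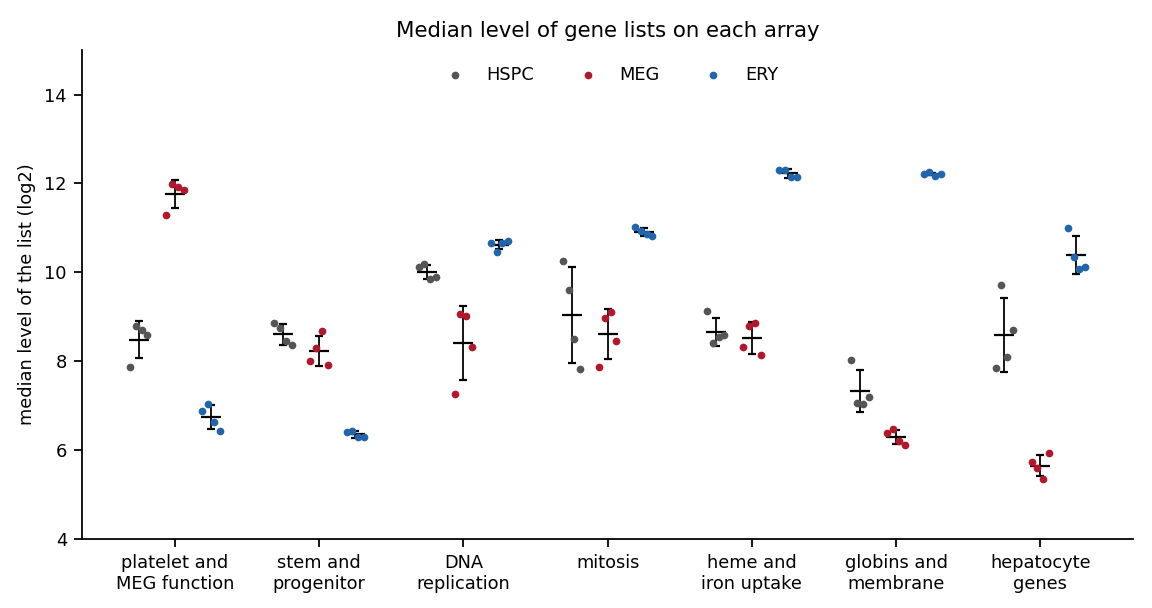
Median log2 level of the expressed genes of 7 lists (x axis) on each of the 12 arrays (points), with the mean and SD of the 4 arrays of each population (bars). Platelet genes stand at 11.29 to 11.99 on the MEG arrays and at 6.44 to 7.04 on the ERY arrays; the mitosis genes of HSPC range from 7.83 to 10.24.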

Transcriptome data demonstrate distinct patterns of gene expression in MEG versus ERY (Fig. 3A; Supplemental Fig. 7A). 

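The calls used here placed 639 genes in the cluster induced in both lineages, 531 in that induced in MEG and unchanged in ERY, and 148 in that induced in MEG and repressed in ERY. A further 521 genes were unchanged in MEG and induced in ERY, 1199 unchanged in both and 441 unchanged in MEG and repressed in ERY. Clusters with no change in a lineage include changes of 1.2-fold to 2-fold at a nominal P above 0.05, which the paper leaves indeterminable. Repression in MEG went with induction in ERY for 116 genes, with no change in ERY for 359 and with repression in ERY for 1066; the other expressed genes lay between the thresholds in at least 1 lineage. *Gpnmb* and *Vwf* belong to the genes induced in MEG alone, *Trim10* and the embryonic globin *Hbb-bh1* to those induced in ERY alone, *Mpo* and *Flt3* to those repressed in both, and *Cdt1* and *Uhrf1* to those repressed in MEG and unchanged in ERY. The embryonic globins *Hbb-y* and *Hba-x* were repressed in MEG (log2 fold changes -3.45 and -2.84) and induced in ERY (2.96 and 2.84). Of 64 genes legible in the heat map, which the study chose on these arrays, 63 had the same pair of calls here; the other, *Rpl21* of the large ribosomal subunit, had a log2 fold change of -0.36 (SE 0.16, adjusted p = 0.0650) in MEG. When a gene had to meet both criteria for no change, the cluster unchanged in both lineages held 332 genes, those induced in MEG alone and in ERY alone 226 and 209, and those repressed in ERY alone and in MEG alone 201 and 142. The cluster unchanged in both lineages held 792 without HSPC arrays 1 and 2, a choice made after the values were seen.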

We further separated the 7513 HSPC+MEG+ERY expressed genes into nine clusters based on the combined directions of their expression changes compared to HSPCs (Fig. 3A; Supplemental Fig. 10A). We then quantified the enrichment of transcription factor binding across the nine clusters (Fig. 3B). Unexpectedly, GATA2, FLI1, and especially GATA1/FLI1-co-occupied MEG CRMs were selectively enriched in genes that were developmentally induced in MEG and repressed in ERY (Fig. 3B, cluster 3). This observation suggests that an interaction between GATA1 and FLI1 in early progenitors marks MEG-specific genes that are subsequently silenced upon commitment to the ERY lineage. Indeed, a DNA motif search comparing the sequences of GATA1-occupied CRMs in cluster 1 (genes induced in both MEG and ERY) versus cluster 3 demonstrated a significant enrichment of ETS motifs in the latter, which represents MEG-induced, discordantly regulated genes (Supplemental Fig. 10B). Thus, interaction between GATA1 and ETS factors appears to regulate selectively a distinct, MEG-specific set of genes that are expressed at a low level in HSPC, further induced during MEG differentiation and silenced in the ERY lineage.

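The 148 genes induced in MEG and repressed in ERY had a median level of 8.22 in HSPC, 10.32 in MEG and 6.34 in ERY (log2). In HSPC, 94 of the 148 reached the expression limit, and in ERY 132 of them were below it. The platelet gene *Mmrn1* was at 7.38 ± 0.96 in HSPC, 11.50 ± 0.33 in MEG and 5.00 ± 0.41 in ERY (SD, n = 4). *P2rx1* rose by 1.95 in MEG (SE 0.28, adjusted p = 8.0e-05) and fell by 3.73 in ERY (SE 0.28, adjusted p = 1.8e-07). The stem cell genes *Angpt1*, a ligand of the TEK receptor, and *Meis1*, a homeobox gene, showed the pattern too, with log2 fold changes in ERY of -2.74 and -2.69. The 639 genes induced in both lineages started from a median of 7.64 in HSPC, and the 531 induced in MEG and unchanged in ERY from 7.58.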

**Figure 3.**
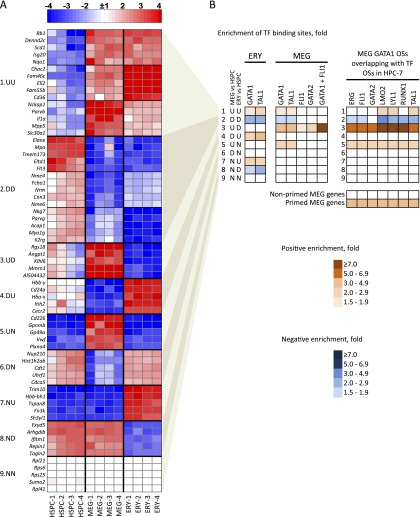
Mechanisms of transcriptional regulation correlate with patterns of erythro-megakaryocytic gene expression. (*A*) Heatmap of mRNA expression in HSPCs, MEG, and ERY with top changed genes clustered into nine groups according to patterns of expression relative to that of HSPCs. Data from four biological replicates are shown for each lineage. In each cluster, a nonbiased selection of top changed genes is shown: (U) up-regulated; (D) down-regulated; (N) no change. For example, cluster 3, labeled “UD,” represents genes that are up-regulated in MEG and down-regulated in ERY versus HSPCs. Total numbers of genes in each cluster, as well as gene function enrichments, are shown in Supplemental Figure 10A. (*B*) Over- or underrepresentation of transcription factor occupancy within ERY and MEG genes across the nine expression pattern clusters described in *A*. The enrichment value is a ratio of the fraction of genes in a given cluster occupied by a given transcription factor versus the fraction of occupied genes in the global expressed gene set of 7513 genes. The color-coding shows positive or negative enrichment of transcription factor binding in each gene cluster relative to the genome-wide average of binding probability (indicated by white color). All enrichments shown have *P-*values < 0.001 by Fisher’s exact test. The *right* panel shows enrichments of overlapping of MEG GATA1 OSs with indicated transcription factor OSs in HPC-7 hematopoietic progenitor cells (see Fig. 2; Wilson et al. 2010). The *bottom* panel shows enrichment of transcription factor binding in primed versus nonprimed MEG genes.

### A stem/progenitor cell-expressed transcription factor heptad (GATA2, LYL1, TAL1, FLI1, ERG, RUNX1, LMO2) mediates MEG lineage priming

Our data point toward a genome-wide role for combinatorial actions of GATA and ETS factors in MEG lineage priming of genes that are eventually repressed upon ERY differentiation. To obtain direct evidence of transcription factor binding at these MEG specific loci in HSPCs, we again compared our chromatin occupancy map with those from HPC-7 cells (Wilson et al. 2010). Remarkably, >60% of MEG FLI1 OSs and >85% of MEG GATA1/FLI1 OSs were also occupied by FLI1 in HPC-7 cells (Supplemental Fig. 8D). Thus, in HSPC, FLI1 is prebound at most MEG-specific loci. FLI1 is one of a “heptad” of transcription factors (along with GATA2, LYL1, TAL1, ERG, RUNX1, and LMO2) noted to co-occupy specific DNA OSs in HPC-7 cells (Wilson et al. 2010). Although referred to as a heptad, this complex likely also contains LDB1, a protein that does not bind directly to DNA but mediates interactions among GATA factors, LMO2, and TAL1 (Kerenyi and Orkin 2010). These “heptad”-bound sites were highly and specifically enriched in the cluster of genes induced during MEG differentiation and repressed in ERY (Fig. 3B, cluster 3; Supplemental Fig. 11). 

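Of the 148 genes induced in MEG and repressed in ERY, 45 (30.4%) are listed as bound by the heptad in HPC-7 cells, a multipotent mouse cell line, and by GATA1 in MEG (Supplemental Table 1). Of the other 1393 genes induced in MEG, 88 (6.32%) are listed, an odds ratio of 6.47 (Fisher's exact test, two-sided, p = 2.1e-16), and of 3.41 without HSPC arrays 3 and 4, tried after the values were seen. The listed share was 6.26% among the 639 genes also induced in ERY, 4.90% among the 531 unchanged in ERY and 9.87% among the 223 between the thresholds in ERY. Listed genes that rose in MEG and fell in ERY include the integrin genes *Itga2b* and *Itgb3*, the chemokine genes *Pf4* and *Ppbp*, and *Meis1*, *Angpt1* and *Inf2*; the table leaves the ERY response of *Itgb3* and *Ppbp* blank. With centring on ribosomal protein genes the falls in ERY of *Itga2b* (-0.94), *Itgb3* (-0.92), *Ppbp* (-0.72) and *Inf2* (-0.90) were short of 2-fold, and *Ppbp* lost its ERY call in further settings. All 133 expressed genes of the table were induced in MEG here as well. The table was drawn from the study's own, shorter list of genes induced in MEG. Genes that are induced only by the calls used here count as not bound, which can lower every listed share.

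**Figure D2:**
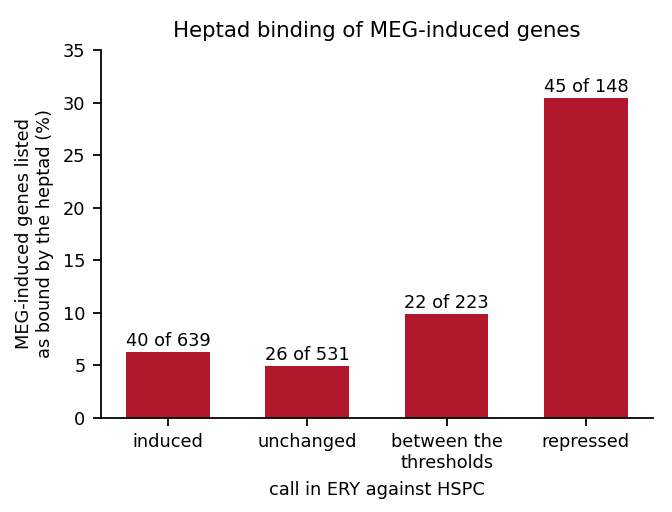
Percentage of genes induced in MEG that are listed as bound by the heptad (y axis), by their call in ERY against HSPC (x axis); the numbers above the bars are the listed genes and all genes of the class. The bar of genes repressed in ERY stands at 30.4% and the others at 4.90% to 9.87%.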

The promoters of these genes are enriched for GATA, E-box, and ETS motifs (Supplemental Fig. 10A, cluster 3). Our findings indicate that overlapping sets of related transcription factors occupy the same MEG-specific gene regulatory elements continuously, beginning in HSPC populations and extending throughout MEG commitment and differentiation.

To correlate transcription factor binding with expression levels in HSPCs, we considered two groups of MEG-induced genes: (1) genes classified as nonexpressed in HSPC (mRNA levels less than 2× array background), and (2) genes with higher starting expression levels (greater than 10-fold array background). These categories represent more extreme cases of transcriptionally nonprimed (i.e., silent prior to induction) and primed (expressed in HSPC prior to full induction in MEG) genes, respectively. There is selective enrichment of overlapping MEG/HPC-7 OSs in the “primed” gene category (Fig. 3B, right). Indeed, binding of the heptad in HPC-7 is associated with higher starting expression levels in the primary HSPC population examined by us (Fig. 4A). 

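Among the genes induced in MEG, 918 stood above 10-fold the array background in HSPC, 17 below 2-fold and 606 in between, taking as background the median HSPC level of olfactory receptor genes, 4.09 (log2). Of the 918 primed genes, 87 (9.48%) are listed as bound by the heptad, and of the 606 in between, 46 (7.59%). None of the 17 nonprimed genes is listed, and with so few of them the difference of 9.48 percentage points did not pass (Fisher's exact test, two-sided, p = 0.392). The difference ranged from 3.90 to 11.3 percentage points when each array was left out in turn, and was 3.90 without HSPC replicate 2, 4.47 without MEG replicate 3 and 4.13 without MEG replicate 4. *Itga2b* and *Pf4* are primed genes by this measure, whereas *Serpinb2*, the gene with the largest increase in MEG, and *Cd226* started from less than 2-fold the background. The listed genes are those of Supplemental Table 1, and occupancy by single factors was not analysed here. The paper classes its nonprimed genes as nonexpressed in HSPC, and its array background is not given in the sources used here. The 10-fold cut lies below the expression limit, so some primed genes were below that limit in HSPC. In HSPC, 292 of the 639 genes induced in both lineages reached the limit. So did 236 of the 531 unchanged in ERY and 94 of the 148 repressed in ERY. The classes here may thus not match the paper's, so the test does not decide on its enrichment.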

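The 133 genes induced in MEG and listed as bound by the heptad had a mean HSPC level of 7.91 ± 1.25 (log2, SD over genes), and the 1408 others 7.72 ± 1.16. The difference of 0.19 did not pass (permutation test across genes, two-sided, p = 0.0684), passed by ranks (rank-sum permutation p = 0.0428), and genes are not independent replicates. Among the listed genes, *Ppbp* was at 10.63 ± 0.67 in HSPC (SD, n = 4), *Meis1* at 8.96 ± 0.43 and *Rab27b* at 6.46 ± 0.37. The difference was smaller with other scalings, 0.0292 with centring on ribosomal protein genes (permutation p = 0.784) and 0.135 with centring on expressed genes (permutation p = 0.203), and with the 7513 highest genes as expressed, 0.133 (permutation p = 0.201). It passed when genes with lower expression were counted too: it was 0.417 with the median of all probe sets as the expression limit (permutation p = 0.00033) and 0.412 with the 95th percentile of olfactory receptor genes (permutation p = 0.0005). Since 7.77 is the lowest level that genes of the supplemental tables reach, lower limits add almost only unlisted genes of low level. These larger differences therefore cannot be told apart from an effect of the limit. At the limit used here, the difference passed at 0.245 without HSPC replicate 1 (permutation p = 0.0181) and, tried after the values were seen, at 0.272 without HSPC arrays 1 and 2 (permutation p = 0.0106) and at 0.244 without MEG arrays 1 and 3 (permutation p = 0.0295).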

Silencing of primed MEG-specific genes in ERY is associated with a loss of the activating H3K4me1 and H3K4me3 histone methylation marks and accumulation (or retention) of the repressive H3K27me3 histone modification (Fig. 4B, line 3). Thus, the heptad transcription factor complex occupies an extensive set of MEG-specific genes in HSPCs. Binding of this heptad is associated with low-level gene expression in primary HSPCs, and subsequent further induction in committed MEG, and is detected in 141 of 1103 MEG-induced genes (Fig. 4A; Supplemental Fig. 12). Many MEG-enriched genes, including *Itga2b* (CD41), *Ppbp* (platelet basic protein), *Pf4* (platelet factor 4), and *Gp1ba* (GP1B-alpha/CD42B alpha) appear to be regulated via this mechanism (Supplemental Table 1). These findings indicate the existence of a robust, genome-wide mechanism of MEG lineage priming. 

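*Itga2b*, the integrin subunit CD41, rose from 8.99 ± 0.76 in HSPC to 12.71 ± 0.11 in MEG (log2, SD, n = 4), a log2 fold change of 3.72 (SE 0.33, adjusted p = 1.0e-06). The platelet chemokine gene *Ppbp* rose to 13.49 ± 0.09 in MEG, a log2 fold change of 2.86 (SE 0.38, adjusted p = 3.6e-05). The other, *Pf4*, rose from 9.91 ± 0.59 to 13.46 ± 0.12, a log2 fold change of 3.55 (SE 0.33, adjusted p = 1.7e-06). On every MEG array each of the 3 genes was above every HSPC array. *Gp1ba* has no probe set of its own and was not analysed here. From the occupancy of such genes by the heptad in HPC-7 cells, their starting level in HSPC and their further induction in MEG, the paper reasons that the heptad primes MEG genes across the genome before lineage commitment.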

Given that our stringent criteria for peak calling and gene selection inevitably excluded many genes from analysis, we predict that the actual scope of MEG gene priming by the transcription factor heptad is substantially greater.

**Figure 4.**
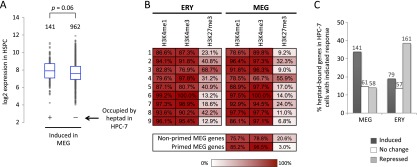
Characteristics of MEG lineage-primed genes. (*A*) Box-and-whisker plots of baseline expression levels in HSPCs of MEG-induced genes that are bound by the GATA2/LYL1/TAL1/FLI1/ERG/RUNX1/LMO2 transcription factor heptad in HPC-7 cells (Wilson et al. 2010) versus MEG-induced genes with no heptad occupancy in HPC-7 cells. (*B*) Color-coded distribution of histone methylation marks in the gene clusters defined in Figure 3A. Numbers indicate percentage of genes with H3K4me3, H3K4me1, and H3K27me3 methylation marks within 0.5 kb surrounding the TSS. (*C*) Fractions of GATA2/LYL1/TAL1/FLI1/ERG/RUNX1/LMO2 heptad-occupied genes in HPC-7 that are induced, unchanged, or repressed in MEG and ERY development, respectively. The numbers of genes in each group are indicated *above* the bars.

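Of 76 genes induced in ERY here that Supplemental Table 2 lists as bound by the heptad and by GATA1 in ERY, 43 (56.6%, exact Clopper-Pearson 95% interval 44.7% to 67.9%) were also induced in MEG. Of the others, 20 were unchanged in MEG and 4 repressed, and the rest lay between the thresholds. Among the genes induced in both were *Parvb*, an adaptor of integrin adhesions, with log2 fold changes of 1.91 in ERY and 4.35 in MEG, and the elongation factor *Ell2*, with 4.85 and 2.71 (limma, adjusted p at most 6.0e-05). The 4 repressed in MEG, *Txnrd2*, *Cnnm2*, *Fam117a* and the ferrireductase gene *Steap3*, were named after their values were seen, and *Cnnm2* was short of 2-fold without HSPC replicate 2 (-0.98) or MEG replicate 4 (-0.86). The interval covers sampling error over genes, which are not independent replicates.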

A smaller fraction of ERY-induced genes appears to use a similar priming mechanism using the same heptad (Supplemental Fig. 13), but most of these genes are also induced in the MEG and are therefore not ERY-specific (Fig. 3A,B, cluster 1; Supplemental Fig. 12B; Supplemental Table 2). Indeed, the divergent, lineage-specific functions of the transcription factor heptad are demonstrated by the fact that genes bound by the heptad in HPC-7 cells tend to be induced in MEG and repressed in ERY (Fig. 4C). Thus, in contrast to MEG gene expression, the transcriptional priming of most ERY-specific genes occurs primarily via GATA2-independent mechanisms.

### Examples of developmentally primed genes

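*Inf2* stood at 7.92 ± 0.32 in HSPC and at 10.04 ± 0.41 in MEG (log2, SD, n = 4), which is 4.37-fold higher (log2 fold change 2.13, SE 0.24, adjusted p = 1.1e-05). Its HSPC level lies just above the expression limit of 7.77, and all 4 MEG arrays were above all 4 HSPC arrays.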

A typical developmentally primed gene, *Inf2* (Fig. 5A) coding for inverted formin-2, is expressed at low level in HSPCs and induced fourfold in MEG (Fig. 5D). In HPC-7 cells, it is occupied by the GATA2/FLI1/LYL1/TAL/ERG/RUNX1/LMO2 heptad at a +10.5 enhancer in intron 1. In MEG, the enhancer remains occupied by FLI1 and TAL1, but undergoes a GATA switch in which GATA2 is replaced with GATA1. The enhancer contains juxtaposed GATA, ETS, and TAL1 (E-box) factor motifs (data not shown). In ERY, where *Inf2* is silenced, the MEG-specific enhancer is not occupied by GATA1 or TAL1, and its epigenetic signature includes decreased H3K4me1 and H3K4me3, whereas the promoter acquires (or retains) the repressive H3K27me3 methylation mark. 

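In ERY, *Inf2* was at 6.66 ± 0.28 (log2, SD, n = 4), below the expression limit. This was 2.39-fold lower than in HSPC, a log2 fold change of -1.26 (SE 0.24, adjusted p = 0.000572), and 3.38 below MEG on the log2 scale. Centred on ribosomal protein genes, the log2 fold change from HSPC was -0.90, short of 2-fold.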

Many MEG-specific genes that mediate platelet functions, including selectin, platelet (*Selp*), platelet factor 4 (*Pf4*), glycoprotein 9 (platelet) (*Gp9*), and CD42B alpha (*Gp1ba*) are regulated in a similar fashion (not shown).

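*Gp9*, glycoprotein 9 of the platelet receptor for von Willebrand factor, rose from 9.60 ± 0.63 in HSPC to 12.72 ± 0.16 in MEG (log2, SD, n = 4), a log2 fold change of 3.13 (SE 0.27, adjusted p = 8.2e-07). In ERY it was at 9.34 ± 0.14, unchanged from HSPC (log2 fold change -0.25, adjusted p = 0.417). *Pf4*, in contrast, fell below its HSPC level, to 8.17 ± 0.65 in ERY (log2 fold change -1.74, SE 0.33, adjusted p = 0.000482). *Selp* has no probe set of its own and was not analysed here.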

**Figure 5.**
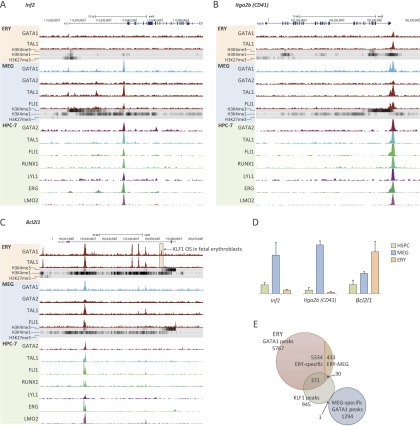
Developmentally regulated loci in erythro-megakaryopoiesis. (*A–C*) Selected genes are shown with the direction of transcription indicated by arrows and exons represented by black rectangles. ChIP-seq data showing transcription factor occupancy and histone marks in ERY, MEG, and HPC-7 cells are indicated *below* (Wilson et al. 2010). A GATA1 OS (*boxed*) in the *Bcl2l1* gene (*C*) overlaps with a KLF1 OS identified previously in murine fetal liver erythroblasts (Tallack et al. 2010). (*D*) Graphs showing relative expression of *Inf2*, *Itga2b*, and *Bcl2l1* in HSPCs, MEG, and ERY. (*E*) Genome-wide intersection of GATA1 OSs from our study with a published genome-wide map of KLF1 OSs in E14.5 mouse fetal liver erythroblasts (Tallack et al. 2010).

*Itga2b* (CD41) exemplifies a less typical MEG-primed gene (Fig. 5B). Like *Inf2*, it is primed in HSPC by the transcription factor heptad binding, in this case at a −0.3 element, which undergoes a GATA2 to GATA1 switch in late MEG development. Additional binding of GATA1, TAL1, and FLI1 also occur in MEG at an adjacent site. However, GATA1 and TAL1 remain bound at the original site in ERY, despite the gene being strongly repressed in this lineage (Fig. 5). Thus, *Itga2b* belongs to a limited set of MEG-specific genes in which GATA1, TAL1, or both remain bound in ERY but in a distinctive arrangement that is associated with gene silencing. This process may involve recruitment of additional lineage-specific repressors (see Fig. 7, discussed below). 

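*Itga2b* was at 7.69 ± 0.43 in ERY (log2, SD, n = 4), a log2 fold change of -1.29 (SE 0.33, adjusted p = 0.00377) from HSPC, and 5.02 lower than in MEG on the log2 scale. Its partner in the platelet fibrinogen receptor, *Itgb3*, fell by 1.27 from HSPC (SE 0.34, adjusted p = 0.00539). *Ppbp* fell by 1.08 on the log2 scale, to 9.55 ± 0.80 (adjusted p = 0.0232), and was called neither with only the 8 arrays of HSPC and ERY (adjusted p = 0.0579) nor without HSPC replicate 2 (log2 fold change -0.78), ERY replicate 3 (-0.85) or ERY replicate 4 (-0.95). With centring on ribosomal protein genes the changes of *Itga2b*, *Itgb3* and *Ppbp* were -0.94, -0.92 and -0.72, short of 2-fold.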

A full interpretation of such loci warrants direct functional studies of individual CRMs.

*Bcl2l1* exemplifies a developmentally primed gene that is induced during both ERY and MEG differentiation (Fig. 5C,D). 

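*Bcl2l1*, which encodes the apoptosis inhibitor BCL-XL, was at 8.88 ± 0.56 in HSPC, 10.03 ± 0.12 in MEG and 11.07 ± 0.31 in ERY (log2, SD, n = 4). It rose 2.22-fold in MEG (log2 fold change 1.15, SE 0.26, adjusted p = 0.00201) and 4.57-fold in ERY (log2 fold change 2.19, SE 0.26, adjusted p = 1.1e-05). The change in MEG was 0.90 without HSPC replicate 1, short of 2-fold.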

The transcription factor heptad binds *Bcl2l1* at two closely spaced CRMs at +41 and +41.5, with additional low-level occupancy at +14. In MEG, GATA1, TAL1, and FLI1 target the same enhancers, while there are at least three additional, ERY-specific CRMs. 

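Between the 2 lineages, *Bcl2l1* was lower in MEG than in ERY by a log2 fold change of -1.04 (SE 0.26, adjusted p = 0.00466), with each ERY array above each MEG array. The difference was -0.88 without ERY replicate 2, short of 2-fold. *Klf1*, the erythroid factor that shares sites with GATA1, was at 11.82 ± 0.06 in ERY, 9.04 ± 0.24 in HSPC and 6.67 ± 0.37 in MEG (log2, SD, n = 4), a log2 fold change of -5.16 (SE 0.21, adjusted p = 2.6e-10) between MEG and ERY.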

*Bcl2l1* undergoes a greater degree of induction in ERY compared with MEG (Fig. 5D), and it is possible that one or more of the ERY-specific GATA1 OSs (Fig. 5D) contribute to this enhanced expression. At least one of these OSs is bound by KLF1 in mouse fetal erythroblasts (Fig. 5C, boxed; Tallack et al. 2010). Indeed, a substantial proportion of ERY-specific GATA1 OSs is also bound by KLF1 in fetal liver erythroblasts (Fig. 5E). This is consistent with KLF1 motif enrichment, specifically at ERY GATA1 OSs (Fig. 1C,F), and raises the possibility that ERY-specific occupancy of GATA1 and TAL1 at these sites is KLF1-dependent.

### GATA1 and GATA2 regulate overlapping and divergent genetic programs in late megakaryopoiesis

Our data support the existence of a genome-wide GATA switch in MEG lineage primed genes. However, while GATA1 replaces GATA2 at an extensive set of bound CRMs, GATA2 continues to be expressed in late megakaryopoiesis (Supplemental Fig. 7B), which raises several questions: (1) Do GATA1 and GATA2 regulate common or distinct sets of target genes? 

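*Gata2* mRNA was at 9.06 ± 0.68 in MEG and 9.90 ± 0.56 in HSPC (log2, SD, n = 4), a log2 fold change of -0.84 (SE 0.34, adjusted p = 0.0432), between the thresholds for repressed and unchanged. *Gata1*, which was at 9.52 ± 0.94 in HSPC, was at 10.72 ± 0.23 in MEG, a log2 fold change of 1.21 (SE 0.36, adjusted p = 0.00980). The increase of *Gata1* was 0.76 without HSPC replicate 1, short of 2-fold. Their cofactor gene *Zfpm1* was unchanged in MEG by the calls used here (log2 fold change 0.65, adjusted p = 0.0814). Supplemental Table 2 prints a fold of 1.57 for it in MEG and leaves the response blank.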

(2) Does binding of these factors result in similar or different functional outcomes? and (3) What determines whether a GATA2-bound element in HSPCs will undergo a GATA switch in late megakaryopoiesis or remain occupied by GATA2?

We investigated GATA1 and GATA2 chromatin occupancy in primary cultured MEG, where both proteins are expressed simultaneously. We detected 2728 GATA2 binding sites mapping to 2304 genes across the MEG genome (Supplemental Fig. 3B). Only 455/2728 GATA2 OSs (< 17%) were shared by GATA1, suggesting unique binding preferences of these proteins for specific *cis* elements (Fig. 6A). Ingenuity Pathway Analysis (IPA) predicted enrichment of distinct biological functions for GATA1- versus GATA2-specific gene sets. In particular, the GATA2-occupied gene set was enriched for functions associated with maintenance of hematopoietic stem cells (HSCs) and development of alternate lineages; negative activation *Z*-scores predict that the genes representing these functional groups are repressed by GATA2 (Fig. 6B). For example, GATA2-mediated repression of *Myb* may contribute to the proliferation arrest that occurs in late megakaryopoiesis (Fig. 6C). In contrast, GATA1 was preferentially bound to activated genes that facilitate MEG/platelet function, such as those encoding platelet-derived growth factor, FLI1, and cell surface markers (Fig. 5; data not shown). Thus, in MEG, GATA1 and GATA2 regulate largely divergent genetic programs, in which GATA1 tends to activate MEG/platelet-specific genes while GATA2 tends to repress genes expressed by HSCs and alternate lineages. Furthermore, analysis of GATA1- and GATA2-specific OSs in MEG demonstrated different combinations of DNA motifs associated with the two factors (Fig. 6D). Thus, whether a GATA2-bound CRM in HSPCs will undergo a GATA switch during MEG differentiation or remain GATA2-bound likely depends on cobinding of additional proteins such as TCF3, NRF1, or ETS factors.

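*Myb*, a transcription factor of proliferating progenitors, fell from 11.00 ± 0.68 in HSPC to 8.33 ± 1.20 in MEG (log2, SD, n = 4), a log2 fold change of -2.67 (SE 0.50, adjusted p = 0.000490). It fell in ERY as well, with a log2 fold change of -3.36 (SE 0.50, adjusted p = 6.6e-05). Other genes drawn in Fig. 6C fell in MEG by smaller amounts: the TGF-beta receptor gene *Tgfbr2* (log2 fold change -1.09), *Ciapin1* (-1.27), the red cell ankyrin gene *Ank1* (-1.28), the condensin gene *Ncaph2* (-1.43), *Ttc7* (-1.87) and *Erg* (-2.05), with adjusted p values of 2.1e-05 for *Erg* to 0.00238 for *Ciapin1*. Centred on ribosomal protein genes, *Ank1*, *Ciapin1* and *Tgfbr2* were at -0.98, -0.96 and -0.79, short of 2-fold. In ERY, *Ank1* rose by 4.99 on the log2 scale (adjusted p = 1.3e-09).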

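*Fli1* rose from 9.26 ± 0.58 in HSPC to 11.13 ± 0.41 in MEG (log2, SD, n = 4), a log2 fold change of 1.87 (SE 0.29, adjusted p = 0.000124). Of the platelet-derived growth factor genes, *Pdgfb* rose from 7.52 ± 0.48 to 9.81 ± 0.58, a log2 fold change of 2.29 (SE 0.31, adjusted p = 4.1e-05), while *Pdgfa* was between the thresholds (log2 fold change 0.71, SE 0.23, adjusted p = 0.0164). Among genes of the MEG surface, *Gp5*, a further subunit of the receptor for von Willebrand factor, rose by 3.42 (SE 0.41, adjusted p = 1.5e-05), and *Itgb3* stood at 12.97 ± 0.18 in MEG.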

**Figure 6.**
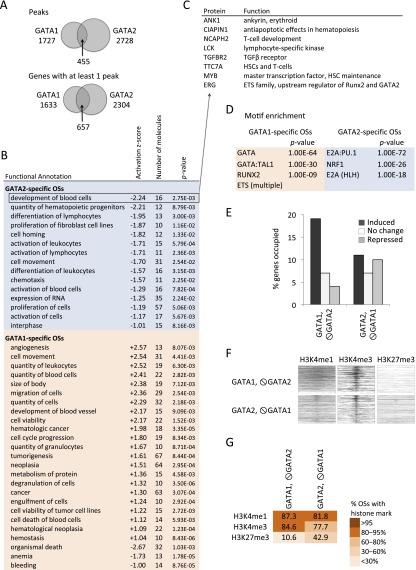
Distinct properties of GATA1 and GATA2 in late megakaryopoiesis. (*A*) Venn diagram showing the intersection of GATA1 and GATA2 occupancy peaks (Peaks) and bound genes (Genes) in MEG. (*B*) Ingenuity Pathway Analysis (IPA) showing predicted functions of genes associated with GATA1- or GATA2-specific chromatin OSs. A negative *Z*-score predicts mean repression of gene expression in the group, whereas a positive score predicts gene induction. Significantly enriched functional categories with ≥10 proteins and absolute *Z*-scores > 1, are shown. (*C*) Examples of GATA2-repressed genes in late megakaryopoiesis. (*D*) Motif enrichment in the 200-bp sequence centered on the transcription factor peaks at the GATA1- and GATA2-specific OSs, with those of the alternate GATA factor used reciprocally as background. (*E*) Fraction of up-regulated, unchanged, and down-regulated genes containing GATA1-selective and GATA2-selective OSs. (*F*) Heatmaps of H3K4me3, H3K4me1, and H3K27me3 histone modification marks centered around the transcription factor binding peaks at GATA1- and GATA2- specific OSs ordered from *top* to *bottom* by transcription factor peak significance. (*G*) Color-coded fractions of GATA1- and GATA2-specific transcription factor binding sites associated with H3K4me3, H3K4me1, and H3K27me3 histone methylation patterns in MEG.

Roughly equal proportions of genes bound specifically by GATA2 during MEG development were activated, repressed, and unchanged compared to their expression in the HSPC population (Fig. 6E). Accordingly, GATA2-specific MEG OSs demonstrated a fourfold higher enrichment for the repressive H3K27me3 histone methylation mark compared with the GATA1-specific OSs, which occurred preferentially within up-regulated genes (Fig. 6E–G; Supplemental Figs. 14, 15). This might be related to the presence of ETS elements specifically adjacent to GATA1 binding sites (Fig. 6D), which is associated with gene activation. Overall, our data indicate that compared to GATA1, GATA2 plays a more pronounced role as a transcriptional repressor, regulating distinct sets of genes during MEG differentiation.

## Discussion

We used global transcriptome profiling and ChIP-seq to define and compare DNA occupancy by hematopoietic transcription factors, histone modifications, and mRNA expression during erythro-megakaryocytic differentiation. Integrating our findings with prior studies establishes a more coherent, genome-wide model for MEG and ERY-MEG lineage priming in HSPCs (Wilson et al. 2010). According to this model, a HSPC-expressed transcription factor heptad (GATA2, LYL1, TAL1, ERG, FLI1, RUNX1, and LMO2) binds and transcriptionally primes an extensive set of MEG-specific (as well as some common ERY-MEG) genes during early hematopoiesis (Fig. 7). The principal components of this transcription factor complex, ETS and GATA factors along with TAL1, remain bound to their CRMs while the gene undergoes further transcriptional activation following lineage commitment. Importantly, a GATA switch occurs at most of these loci, suggesting that this mechanism regulates in part the transition from low-level expression in HSPCs to full induction after lineage commitment, particularly in MEG. In agreement, GATA switch sites are preferentially associated with genes undergoing transcriptional activation (Fig. 2E). Many of the genes primed in HSPCs and induced in MEG via this mechanism are silenced in ERY and are enriched for ETS factor binding motifs. 

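In ERY, 9 of 15 expressed ETS family genes fell below their HSPC level and the other 6 did not pass (camera, adjusted p = 0.00766 for the list, and adjusted p = 0.448 with an estimated correlation). *Etv6* fell the most, with a log2 fold change of -4.21 (SE 0.22, adjusted p = 5.0e-09), followed by *Spi1*, which encodes the myeloid factor PU.1 (log2 fold change -3.57, SE 0.37, adjusted p = 3.1e-06), *Elf4* (log2 fold change -2.91) and *Fli1*, which stood at 6.70 ± 0.26 in ERY (log2, SD, n = 4). *Gabpa*, a partner of GATA1 in MEG, was between the thresholds in ERY (log2 fold change 0.86, adjusted p = 0.0753). In MEG it was unchanged by the calls used here (log2 fold change 0.74, adjusted p = 0.121). In MEG, 6 of the 15 fell, including *Spi1* (-2.89) and *Ets2* (-1.89), and 2 rose, *Fli1* and *Elf1*, the latter named after its value was seen (adjusted p = 0.334 for the list). Compared directly, 5 of the 15 were higher in MEG than in ERY, led by *Fli1* (4.43) and *Etv6* (3.52; adjusted p = 0.0391, adjusted p = 0.477 with an estimated correlation, and adjusted p = 0.0558 without MEG replicate 3).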

Although it is unclear whether additional repressors are recruited to silence the MEG-primed genes in ERY, it is likely that the reduction of ETS factors following ERY commitment and maturation contributes to the departure of GATA and TAL1 at most MEG-specific loci (Figs. 5A, 7). Our data therefore confirm that ETS factors play a critical role in MEG lineage specification and divergence from ERY and indicate a new role for ETS factors in MEG-specific lineage priming in HSPCs. In addition, our study provides insights into the mechanisms of GATA1 and TAL1 lineage binding selectivity. A more complex network of potential GATA1- and TAL1-associated factors than previously appreciated emerges from our discriminative motif enrichment approach and our kmer-SVM analysis.

**Figure 7.**
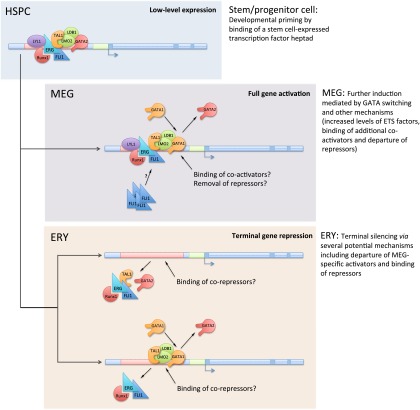
A model for developmental regulation of gene expression during erythro-megakaryopoiesis. A stem/progenitor cell-expressed transcription factor “heptad” (GATA2, LYL1, TAL1, ERG, FLI1, RUNX1, and LMO2) binds and transcriptionally primes MEG-specific genes in hematopoietic stem/progenitor cells (HSPCs) (*top*). Events that occur upon subsequent differentiation of these cells into MEG and ERY are indicated in the *middle* and *bottom* panels. Further transcriptional activation of the primed genes in MEG is mediated by GATA switching (replacement of GATA2 by GATA1), ETS factors, and other mechanisms. In most cases, terminal silencing of primed MEG-specific genes in ERY depends on the departure of GATA proteins and MEG-specific transcriptional activators, such as ETS factors, and possible binding of ERY-specific transcriptional repressors. In some instances, terminal repression of MEG-specific genes in ERY appears to be associated with GATA switching and likely relies on recruitment of ERY-specific transcriptional repressors. In addition to the heptad of factors identified in HPC-7 cells (Wilson et al. 2010), the lineage priming “heptad” also likely includes the protein LDB1, which mediates interactions among several of the proteins.

Up to 40% of MEG GATA1 OSs are bound by GATA2 in HSPCs. This resembles the proportion of GATA1 OSs that were shown recently to undergo a GATA1 switch in the erythro-megakaryocytic cell line G1ME (Dore et al. 2012), although the absolute number of MEG GATA1 OSs detected in the current study was several fold reduced. This may be due to technical differences between the two studies, including sensitivities of the antibodies used or peak calling algorithms. Alternatively, the true number of MEG GATA switch sites may be overestimated in the G1ME system, where GATA1 expression is driven by a retrovirus and not endogenous regulatory elements. Regardless, both studies confirm the existence of a genome-wide GATA factor switch in MEG development. Notably, although the GATA switch sites appear to participate equally in gene repression and activation in G1ME cells (Dore et al. 2012), we find that most GATA switch sites detected in primary cultured MEG are associated with developmental gene induction and are enriched for TAL1 binding. Consistent with a primary role in gene activation, GATA switch sites are enriched for H3K4me1 and H3K4me3 and depleted for H3K27me3 histone methylation marks. Thus, GATA switching should be considered in the context of genome-wide hematopoietic lineage priming by GATA2-containing complexes and represents a mechanism of terminal lineage-specific activation of developmentally primed genes. This mechanism may also occur in other GATA-1-regulated hematopoietic lineages, such as mast cells, dendritic cells, and eosinophils.

Our data demonstrate that GATA1-TAL1 association distinguishes GATA1-mediated gene activation in MEG, similar to what is reported in ERY (Cheng et al. 2009; Tripic et al. 2009; Yu et al. 2009). Co-occupancy by GATA1 and FLI1 is also strongly associated with gene induction in MEG, thus confirming a previously proposed model on a genome-wide scale (Wang et al. 2002). Notably, other ETS factors, including ETS1 and GABPA, have also been shown to associate with GATA1 in megakaryopoiesis (Pang et al. 2006; Dore et al. 2012). Additional genome-wide studies would expand our understanding of their developmental roles and functional divergence.

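*Gata2* was at 7.04 ± 0.21 in ERY (log2, SD, n = 4), a log2 fold change of -2.86 (SE 0.34, adjusted p = 9.1e-06) from HSPC, and was higher in MEG than in ERY by 2.02 (SE 0.34, adjusted p = 0.000192). Of the 7 heptad factors, 4 fell in ERY, *Gata2*, *Fli1*, *Erg* (log2 fold change -2.35) and *Runx1* (log2 fold change -2.41, SE 0.16, adjusted p = 4.5e-08), and 2 rose, *Tal1* and *Lmo2* (log2 fold change 1.28, SE 0.26, adjusted p = 0.000953); *Lyl1* was unchanged (log2 fold change -0.11, adjusted p = 0.734). In MEG, 2 rose, *Fli1* and *Tal1*, and 1 fell, *Erg*; *Runx1* was between the thresholds (0.36) and *Lyl1* unchanged (-0.43). As a list the heptad factors passed camera in neither lineage (adjusted p = 0.432 in MEG and 0.334 in ERY), nor between the lineages (adjusted p = 0.261). Between the lineages *Gata2*, *Fli1* and *Runx1* (2.77) were higher in MEG. With fry the list passed in ERY (adjusted p = 1.6e-05) and between the lineages (adjusted p = 5.4e-06), but not in MEG (adjusted p = 0.109). Of 16 erythro-megakaryocytic transcription factors, 9 rose in ERY, led by *Sox6* (4.14) and *Klf1* (2.78), and 1 fell, *Gfi1*, named after its value was seen (adjusted p = 0.00284, and adjusted p = 0.332 with an estimated correlation). In MEG, 4 of them rose, *Gata1*, *Tal1*, *Mafg* and *Zfp36l1*, and 3 fell, *Klf1* (-2.38), *Bcl11a* (-2.90) and *Gfi1* (adjusted p = 0.427 for the list).

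**Figure D3:**
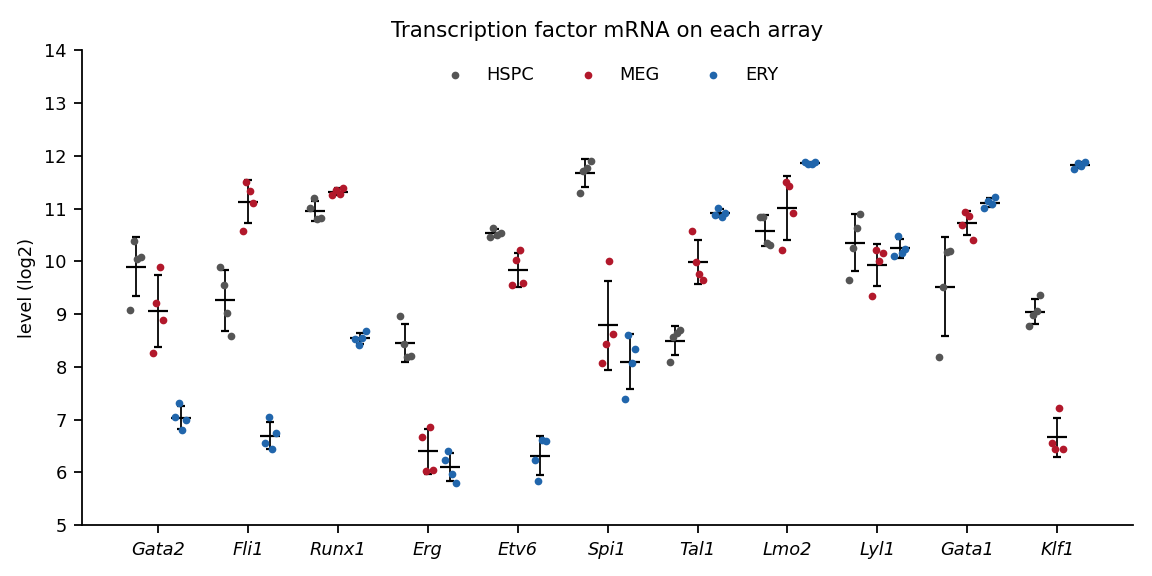
Log2 level of 11 transcription factor genes (x axis) on each of the 12 arrays (points), with the mean and SD of the 4 arrays of each population (bars). *Gata2* and *Fli1* on every ERY array lie below every HSPC and MEG array, and *Klf1* on every ERY array above them.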

Persistence of GATA2 in mature MEG contrasts with the loss of GATA2 in ERY (Bresnick et al. 2010). Remarkably, GATA1 and GATA2 regulate largely distinct gene sets in MEG, with strikingly different functional roles and *cis*-element binding motifs. Thus, although GATA1 and GATA2 can partially compensate for one another in gene targeting experiments (Blobel et al. 1995; Tsai et al. 1998; Fujiwara et al. 2004; Ferreira et al. 2007), functional divergence between these two related transcription factors is apparent in MEG development. Motif analysis predicts that cobinding of NRF and TCF3 contribute to the GATA2 binding specificity and may prevent GATA switching at GATA2-specific MEG CRMs. In contrast, ETS binding motifs at GATA CRMs are associated with GATA switching, although a full set of GATA1 versus GATA2 binding requirements at various stages of MEG development remains to be elucidated. Compared to GATA1, GATA2 appears to catalyze preferentially a more extensive program of gene repression associated with H3K27me3 methylation near bound sites. Overall, our findings suggest a distinct role for GATA2 in the repression of HSPC- and alternate lineage-expressed genes in MEG, whereas GATA1 appears to regulate lineage-specific gene activation.

Our experimental approach included large-scale, genome-wide surveillance of developmental gene regulation during erythro-megakaryopoiesis. However, there are some intrinsic limitations imposed by various technical issues. First, it was necessary to generate MEGs from cultured primary fetal liver progenitors in order to obtain sufficient quantities for ChIP-seq to detect chromatin-bound transcription factors. Although cultured MEGs may differ somewhat from primary MEGs, they are likely more representative than immortalized cell lines. Second, fetal and adult hematopoiesis exhibit small but biologically important differences, posing potential limitations for extrapolating our results obtained from fetal-derived cells to adult tissues (Sola-Visner 2012; Xu et al. 2012). Third, the scarcity of endogenous HSPCs and the inability to expand them ex vivo necessitated the use of ChIP-seq data generated in a surrogate cell line (HPC-7). Finally, our bioinformatics studies utilized the common simplifying assumption that TF-bound CRMs regulate the gene that they are closest to. Although it is well appreciated that some enhancers act at very long distances, even “skipping” the nearest gene (Li et al. 2012; Sanyal et al. 2013; Smallwood and Ren 2013), high-throughput techniques to accurately link such distant CRMs to their targets are only now being developed. It is also clear that much regulatory information lies within or close to genes. Genes responsive to hormones or to GATA1 tend to have factor-bound DNA segments nearby (Cheng et al. 2009; Reddy et al. 2009). Furthermore, most expression quantitative trait loci are near to the genes that they regulate (Gilad et al. 2008). In a separate study that includes the data sets described here to analyze TAL1-regulated gene expression in hematopoiesis, we obtained similar results by assigning CRM targets as the most proximal gene and by using an alternative approach that defined “enhancer-promoter units (EPUs)” to predict CRM target genes independent of gene proximity (Shen et al. 2012; Wu et al. 2014). More accurate methods to pair CRMs with their target genes will further refine the functional correlations identified in this study, but will not likely change the main conclusions.

Despite these unavoidable limitations, we reveal a global transcriptional mechanism of hematopoietic lineage priming extending from HSPC to the MEG lineage, reflecting divergent, lineage-specific functions for the common transcription factors GATA1, GATA2, TAL1, and FLI1 (see also Wu et al. 2014). We also extend the concept of genome-wide MEG GATA switching, with unique features compared to ERY GATA switching. Our data indicate that early hematopoietic progenitors may be biased toward megakaryopoiesis by preferential priming of MEG lineage-specific genes. Indeed, a stable population of “platelet-biased” stem cells residing at the apex of the HSC developmental hierarchy was recently identified (Sanjuan-Pla et al. 2013). Our data support and extend these findings by indicating a potential transcriptional mechanism for such bias. In contrast, erythropoiesis appears to involve a more fundamental rewiring of MEG-primed stem cell circuits, likely by ERY-specific transcription factors. For example, aberrant expression of MEG genes occurs in KLF1-null erythroblasts, suggesting that KLF1 inhibits the MEG-specific developmental program during erythropoiesis (Bouilloux et al. 2008; Siatecka et al. 2010; Tallack and Perkins 2010).

Recent efforts have produced genome-wide transcription factor occupancy maps for a variety of organisms and tissues (The ENCODE Project Consortium 2012; The Mouse ENCODE Consortium et al. 2012; The Mouse ENCODE Consortium et al. 2014). Decoding this extensive set of information to better understand tissue development and function represents a significant challenge. The current study enhances our understanding of blood development by functional analysis of the Mouse ENCODE Consortium genome-wide transcription factor occupancy data in a specific developmental context, namely the divergence of ERY and MEG lineages from a common progenitor. As expected, the benefit of the data generated within this consortium was enhanced by generating additional data, such as the transcriptome microarrays, and incorporating data from other studies, such as those on HPC-7 cells (Wilson et al. 2010). An integrative analysis of data from all these sources was critical to reach our conclusions. More generally, our data illustrate new mechanisms by which largely overlapping sets of transcription factors orchestrate the development of two hematopoietic lineages via divergent combinatorial interactions acting at distinct *cis*-elements. Similar concepts likely apply to the transcriptional control of cellular differentiation in other tissues.

## Methods

### Purification of mouse fetal hematopoietic cells

Mouse fetal livers (E14.5) were used as the source of primary cells (Fig. 1; Supplemental Fig. 1), as described by Zhang et al. 2003. For purification of HSPC, fetal liver cell suspension was stained with biotinylated antibodies against lineage antigens (CD5, CD11b, CD19, CD45R, Ly-6G/C, Ter119, CD71). Lineage-positive cells were removed using a magnetic bead cell separation protocol and discarded. The lineage-negative cells were stained with an APC-conjugated anti-Sca1 antibody followed by purification of Sca1+ cells by FACS sorting. 

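In HSPC, *Cdh5*, which encodes CD144 (VE-cadherin), was at 7.28 ± 0.84 (log2, SD, n = 4), at percentile 11.5 of the 8190 expressed genes. *Thbd* (CD141) was at 7.08 ± 0.07, percentile 8.66, and *Plvap* (MECA32) at 6.65 ± 0.47, percentile 4.71. The symbol *Chd5* belongs to a chromodomain helicase, whose level was 6.21 ± 0.26, at percentile 2.44. All 4 genes were below the expression limit in HSPC, and above the background level of olfactory receptor genes, 4.09. *Cdh5* differed between the HSPC arrays, up to 8.51 on array 2, and its percentile ranged from 7.28 to 16.1 when each array was left out in turn, that of *Thbd* from 7.35 to 11.4, that of *Plvap* from 3.38 to 8.84 and that of *Chd5* from 1.74 to 3.93. The percentiles of *Cdh5*, *Thbd* and *Plvap* were highest without HSPC replicate 1. The percentiles depend on which genes count as expressed: with the median of all probe sets as the limit they were 35.1 for *Cdh5*, 30.5 for *Thbd*, 20.8 for *Plvap* and 9.24 for *Chd5*.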

Expression levels of three endothelial cell markers, *Chd5* (CD144), *Thbd* (CD141), and *Plvap* (MECA32), were below the 10th percentile of expressed genes (7.93%, 8.77%, and 6.33%, respectively), indicating no significant contamination of the purified HSPC population by endothelial cells. Primary erythroblasts (ERY) were obtained by immunostaining of fetal liver cells with PE-conjugated antibodies against Ter119 followed by magnetic bead purification. Primary fetal liver megakaryocytes were obtained by expansion and differentiation of fetal liver hematopoietic progenitor cells. KIT-positive progenitors were isolated directly from E14.5 mouse fetal livers by immunomagnetic selection and expanded in a medium with SCF and TPO for 7 d followed by terminal megakaryocyte differentiation for 5 d with TPO only. Differentiated megakaryocytes were further enriched to >97% purity by CD41 immunomagnetic bead selection. All cell populations were purified to at least 94% purity.

### Transcriptome analysis

mRNA was extracted using standard affinity purification techniques and analyzed on GeneChip Mouse Gene 1.0 ST Arrays with four biological replicates for each cell type. We used the HSPC transcriptome as a reference point to define the developmental changes in gene expression during monolineage differentiation (Supplemental Methods). For MEG versus HSPC and ERY versus HSPC comparisons, genes that significantly (FDR < 5%) changed more than twofold relative to the expression level in HSPC were considered to be developmentally up- or down-regulated. Genes whose expression was altered insignificantly (nominal *P* > 0.05) or less than 1.2-fold were considered to be unchanged (Fig. 1E). Genes that changed between 1.2 and twofold were considered indeterminable and not examined further in this study. As an independent assessment of cell purity, we confirmed differential expression of selected lineage-enriched genes by TaqMan RT-PCR (Supplemental Fig. 7B).

### Chromatin immunoprecipitation and massively parallel DNA sequencing

ChIP-seq was performed with the use of standardized ENCODE procedures, as previously described (Supplemental Methods; Cheng et al. 2009; Landt et al. 2012). We used the approach of irreproducible discovery rate at a threshold of 0.02 to determine the number *n* of reproducible peaks in the replicate data sets (Li et al. 2011; Landt et al. 2012). Peaks were called on the combined reads from all replicates and the top *n* peaks were taken as the set of high confidence peaks. This is a very conservative method for thresholding, and we also generated a larger set of quality peaks, called the reduced stringency peaks, by applying a threshold based on the *P*-value of the least significant peak in the top 90% of reproducible peaks (the threshold *P*-values ranged from 10^−80^ to 10^−160^; a detailed description is presented in Supplemental Methods). The high stringency set of peaks was used for all analyses, and for cases in which the smaller number of peaks could affect the interpretation, the analysis was repeated for the larger set of reduced stringency peaks. A detailed description of experimental protocols and statistical analysis of the data is presented in Supplemental Methods.

## Data access

Mapped sequencing reads and cDNA microarray data have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo) under accession number GSE49664. Reads, peak calls, and signal tracks are also available from our customized genome browser (http://main.genome-browser.bx.psu.edu/), the UCSC Genome Browser (http://genome.ucsc.edu/), and the Mouse ENCODE Consortium website (http://www.mouseencode.org/publications/mcp08/).

## Supplementary Material

Supplemental Material

# Supplementary material for: Divergent functions of hematopoietic transcription factors in lineage priming and differentiation during erythro-megakaryopoiesis
**Source:** Genome Res. 2014 Dec;24(12):1932–44. doi: 10.1101/gr.164178.113
**Supplement:** Supplemental Material

Divergent functions of hematopoietic transcription factors in lineage priming and differentiation during erythro-megakaryopoiesis — Divergent functions of hematopoietic transcription factors in lineage priming and differentiation during erythro-megakaryopoiesis — Supplemental Material 

# Divergent functions of hematopoietic transcription factors in lineage priming and differentiation during erythro-megakaryopoiesis

## Supplemental Material

**Files in this Data Supplement:**

- Supplemental Figures.pdf
- Supplemental Methods.pdf
- Supplemental Tables.pdf

# Supplementary material for: Divergent functions of hematopoietic transcription factors in lineage priming and differentiation during erythro-megakaryopoiesis
**Source:** Genome Res. 2014 Dec;24(12):1932–44. doi: 10.1101/gr.164178.113
**Supplement:** Supplemental Material

**Supplementary Table 1. Developmental priming of MEG genes by the GATA2/LYL1/ TAL1/FLI1/ERG/RUNX1/LMO2 transcription**

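Supplemental Table 1 gives, for each heptad-bound gene, its HSPC level on the log2 scale and its fold changes in MEG and ERY. Of the 141 genes listed, 134 were matched to a gene measured here, 133 of them expressed, and in ERY 45 of these were repressed, 40 induced and 26 unchanged. The table prints a response in ERY for 96 of the expressed genes, and all 96 had the same call here; of 37 left blank, 22 lay between the thresholds, 10 were unchanged, 3 induced and 2 repressed. *Angpt1*, for example, was at 7.26 ± 1.20 in HSPC (log2, SD, n = 4), and *Rgs18*, a regulator of G protein signalling, at 8.84 ± 1.48. Over both supplemental tables the deposited HSPC levels lay a median of 0.0114 from the printed ones.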

**factor heptad.** The table shows developmentally induced MEG genes that are occupied by the heptad in HPC-7 cells (Wilson et al, 2010) and by GATA1 in maturing MEG cells, respectively, at overlapping OSs. The directionality of the developmental response in the alternate lineage is also shown along with the fold change of gene expression. Blank values indicate indeterminable response (fold change between 1.2 and 2, or FDR > 0.05). Selected MEG-specific genes are **bolded**. Common MEG-ERY primed genes are *italicized*.

**Supplementary Table 2. Developmental priming of ERY genes by the GATA2/LYL1/ TAL1/FLI1/ERG/RUNX1/LMO2 transcription factor heptad.** The table shows developmentally induced ERY genes that are occupied by the heptad in HPC-7 cells (Wilson et al, 2010) and by GATA1 in maturing ERY cells, respectively, at overlapping OSs. The directionality of the developmental response in the alternate lineage is also shown along with the fold change of gene expression. Blank values indicate indeterminable response (fold change between 1.2 and 2, or FDR > 0.05). Common MEG-ERY primed genes are *italicized*.

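Supplemental Table 2 gives the same quantities for genes induced in ERY, so that the change in MEG is the one in the alternate lineage. Of its 79 entries, 77 were matched, to 76 genes measured here. All 50 entries with a printed response in MEG had the same call here, and of 27 left blank, 9 lay between the thresholds, 11 were unchanged and 7 induced. Over 210 entries of both supplemental tables with a fold change in each lineage, in which a gene listed in both tables counts in each, 204 of the ERY fold changes and 200 of the MEG fold changes computed here were within 0.1 of the printed ones on the log2 scale. The formin gene *Fhdc1* rose by 6.19 in ERY (SE 0.16, adjusted p = 3.4e-11) and was unchanged in MEG (log2 fold change 0.18, adjusted p = 0.342).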

How the deposited data were processed for this re-analysis (not part of the article)

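Gene expression was measured in 3 populations of mouse fetal liver cells, HSPC, MEG and ERY, with 4 biological replicates each, on 12 GeneChip Mouse Gene ST arrays. The authors processed the arrays by RMA, for which no version is given in the sources used here, and deposited 1 log2 value per probe set and array. RMA corrects the background, equalizes the distribution of the arrays and summarizes the probes of a probe set; its settings and the probe filter are not given in the sources used here. The medians of the 12 arrays over all probe sets lie between 5.99 and 6.25. No raw intensities and no read counts were used, so precision follows from the number of arrays. The chromatin data of the study were not analysed here.

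The deposited table holds 34760 probe sets. Of these, 21640 carry 1 gene symbol and were used, 1321 carry several symbols and 11799 are not in the platform's annotation, and both of the latter kinds were left out. This gave 19937 genes, 954 of them with more than 1 probe set, from which the one with the highest mean was taken. Gene identifiers and spans came from a RefSeq table of the mouse genome, which holds 19855 of the genes. Where the symbol and the transcript identifier printed in a supplemental table named different genes, the gene with the nearer HSPC level was taken. A gene was expressed if its mean in at least 1 population reached 7.77, the lowest level reached by any gene of Supplemental Tables 1 and 2 in its highest population by the levels and fold changes printed there; by the deposited values, 133 of the 134 matched genes of Supplemental Table 1 reach it. This limit stands in for the study's own, which is in Supplemental Methods, not used here.

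Models were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per population and all 12 arrays, and Benjamini-Hochberg adjustment over the 8190 expressed genes. Thresholds were a 2-fold change at an FDR of 5%, and for unchanged genes a nominal P above 0.05 or a change under 1.2-fold, so that a change of 1.2-fold to 2-fold at a nominal P above 0.05 counts as unchanged. Adjusted p values of single genes are limma's. The 18 gene lists hold 386 entries, 345 of which match a gene here, and cover platelet and MEG function, globins and red cell membrane, heme synthesis and iron uptake, autophagy, heptad factors, erythro-megakaryocytic transcription factors, the ETS family, stem and progenitor, myeloid, lymphoid, mast cell, macrophage, endothelial and hepatocyte genes, DNA replication, mitosis, ribosomal proteins and the interferon response. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the 54 tests. Heptad binding was compared with Fisher's exact test, with a permutation test of 100000 resamples and with the Clopper-Pearson interval. The recovery of known changes was checked on simulated data. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

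Genes named in the text are the 8 with the largest increase and the 8 with the largest decrease in MEG and in ERY, and the 5 each way between MEG and ERY, among genes past the thresholds whose arrays of both populations do not overlap; genes named in the paper's text or legible in Fig. 3A and Fig. 6C; and the members of each list with the largest change. The values of genes in the supplemental tables had been seen in the paper when this rule was made.

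Alternatives were a fit of only the 8 arrays compared; the replicate number as a block; leaving out each array in turn; no expression limit, the median of all probe sets, the 95th percentile of olfactory receptor genes, and the 7513 highest genes; quantile normalization; centring of each array on expressed genes or on ribosomal protein genes; raising of low values to the 5th percentile of olfactory receptor genes; the mean over probe sets; a trended and robust variance; array weights; a test against the 2-fold threshold (treat); a threshold of 1.5-fold; and an FDR of 1%. For the clusters, both criteria for no change were required together. A rank-sum permutation replaced the mean for the HSPC levels, and the 5th percentile of all probe sets replaced the background of olfactory receptor genes for primed genes. Leaving out HSPC arrays 1 and 2, HSPC arrays 3 and 4, or MEG arrays 1 and 3 was added after the values were seen. Overlaps were compared with 100 simulations of unchanged groups and with the 6 splits of the HSPC arrays. Replicate numbers do not pair the arrays by any visible sign: of 12 pairs with the same number, 3 correlated above 0.1. *Gp1ba*, *Selp*, adult globins and some other listed genes have no probe set with 1 symbol and were not analysed here.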

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

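The tests of dividing cells along the HSPC axis, of the covariation of the hepatocyte genes and of progenitor RNA and the macrophage genes on MEG array 3 were chosen only after the result was seen.

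The 4 HSPC arrays spread along 1 axis that holds 94.2% of their variance: arrays 3 and 4 correlated at r = 0.989 across expressed genes, and arrays 1 and 4 at r = 0.668. A bias that also reaches probes of genes not expressed is argued against for the HSPC arrays. The median SD of olfactory receptor genes over them was 0.626 of that over the ERY arrays. Over the MEG arrays this SD was 2.81 times that over the ERY arrays, for which no cause was tested. A bias that goes with gene length may contribute: the loading of 8187 genes on the axis followed their genomic span with a Spearman rho of 0.459, longer genes being higher towards array 1. Different shares of dividing cells cannot be told apart from it over all 44 genes of DNA replication and mitosis, of which 30 loaded towards array 1 and 11.4% clearly against the majority, and are argued against as the whole cause, since the median loading of the 22 genes of longer span exceeded that of the 22 of shorter span, which was near 0, by 0.984. No difference in the condition of these arrays is given in the sources used here, and no other biological explanation was tested.

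Hepatocyte genes were higher in ERY than in HSPC, by 1.96 in the median on the log2 scale, and low in MEG, a signal in genes the paper does not discuss. *Alb* was at 12.77 ± 0.20 in ERY, and the sorts for Sca1 and Ter119 would remove intact hepatocytes. The normalization is argued against as the whole cause, since with centring on ribosomal protein genes the median change from HSPC to MEG was -2.13. RNA of other fetal liver cells in the uncultured populations may be the source, as a hypothesis: the 14 genes moved together over the 8 HSPC and ERY arrays, with a median pairwise correlation of 0.837, at percentile 99.93 of 10000 random lists matched on expression. Expression of these genes by the blood cells themselves was not tested.

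MEG array 3 was higher than the other MEG arrays in myeloid genes, with a list median of 8.66 against 6.39 to 7.01. RNA of undifferentiated progenitors on this array may contribute: of 2147 genes repressed in MEG in a fit without array 3, 54.0% were highest on array 3, and the same share, each time from a fit without the array in question, was 18.5%, 34.1% and 4.26% for arrays 1, 2 and 4. The shares follow the order of the array medians over expressed genes, 8.55, 8.83, 8.88 and 8.38 for arrays 1 to 4. A general difference in level between these arrays was not tested as the source of the shares. For the macrophage genes, progenitor RNA is argued against: on array 3 they stood 0.93 above the HSPC mean in the median, 9 of 10 of them above it. MEG were enriched with beads on CD41, which would remove intact macrophages, and no other explanation of the macrophage genes was tested.

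Among 459 groups of 4 arrays, 30 (6.54%) held an array far from the other 3, measured by its gap to the nearest array divided by the group's range; chance alone marks about 1 in 20 groups. In HSPC, array 1 stood apart for the globin and membrane list (median 8.03, the others 7.03 to 7.2, ratio 0.83), for *Ank1* (8.06, the others 7.14 to 7.2, ratio 0.937) and for *Epb42* (6.33, the others 5.44 to 5.57, ratio 0.852). The same array was apart for *Rhd* (8.14, the others 6.46 to 6.70, ratio 0.855) and *Hdc* (9.22, the others 9.76 to 9.87, ratio 0.834). It was low in platelet genes, with *Gp5* at 7.05 (the others 8.70 to 8.74, ratio 0.976), *Gp9* at 8.65 (9.85 to 9.99, ratio 0.900) and *Vwf* at 6.77 (7.86 to 8.04, ratio 0.857). HSPC array 2 was apart for *Cd226* (5.00, the others 4.79 to 4.81, ratio 0.896) and *Stab2* (8.07, the others 6.48 to 6.67, ratio 0.879), and HSPC array 3 for *Rpl21* (11.34, the others 11.11 to 11.15, ratio 0.830). MEG array 1 was apart for the median of the erythro-megakaryocytic transcription factors (10.18, the others 9.49 to 9.57, ratio 0.889), *Itgb3* (13.23, the others 12.86 to 12.92, ratio 0.844) and *Nkg7* (6.33, the others 8.85 to 9.07, ratio 0.919). It also was for *Cenpf* (7.21, the others 7.93 to 8.06, ratio 0.847), *Slc4a1* (7.61, the others 6.36 to 6.48, ratio 0.902) and *Wipi1* (9.97, the others 8.43 to 8.68, ratio 0.836). MEG array 3 was apart for *Bcl11a* (8.31, the others 7.19 to 7.34, ratio 0.865), *Klf1* (7.22, the others 6.44 to 6.56, ratio 0.839) and *Tgfbr2* (8.22, the others 7.57 to 7.66, ratio 0.857). MEG array 4 was apart for the median of the endothelial genes (8.52, the others 8.10 to 8.16, ratio 0.865), *Atg4b* (7.16, the others 7.66 to 7.75, ratio 0.842) and *Slc6a4* (12.70, the others 13.10 to 13.17, ratio 0.858). In ERY, array 1 was apart for *Cd79b* (6.57, the others 6.87 to 6.93, ratio 0.831), *Elane* (7.31, the others 6.20 to 6.24, ratio 0.960) and *Hba-x* (11.47, the others 12.17 to 12.30, ratio 0.847). So it was for *Serpina6* (12.47, the others 12.21 to 12.22, ratio 0.944), *Rhag* (12.40, the others 12.19 to 12.22, ratio 0.848) and *Ttc39b* (4.98, the others 5.54 to 5.62, ratio 0.869), and ERY array 2 for *Vwf* (7.88, the others 7.40 to 7.44, ratio 0.927).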

How the results depend on the processing

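The settings without HSPC arrays 1 and 2, without HSPC arrays 3 and 4 and without MEG arrays 1 and 3 were chosen only after the result was seen; the others were planned.

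Of the tested results, none reversed its direction. With pairs of arrays left out, list medians changed sign, not tested there, in 3 cases. Mitosis genes in MEG went from -0.48 to 0.07 without HSPC arrays 1 and 2. Without MEG arrays 1 and 3 the difference between MEG and ERY went from 0.30 to -0.06 for the heptad factors. For the mast cell and basophil genes, of which 2 were then expressed, it went from 0.19 to -0.22. Centring on ribosomal protein genes raises every change from HSPC to ERY by 0.36. This exceeds the size of the ERY medians of the interferon (-0.22) and ribosomal protein (-0.31) lists, which therefore change sign too. With centring on ribosomal protein genes the induced share of changed genes rose past 50%, from 44.5% to 61.4% in MEG and from 42.8% to 61.1% in ERY. Of 300 calls of named genes, 36 were lost in at least 1 setting, 26 of them when 1 array was left out, 3 in fits of the 8 arrays compared and 1 with the replicate block. For the gene lists, 800 settings gave the same side of the threshold, 27 passed where the reported test did not and 37 the reverse; of 54 tests, 4 passed with an estimated correlation, 45 with fry, and 27 to 31 with each array left out in turn. A test against the 2-fold threshold, which by construction asks for more, called 578 induced and 596 repressed genes in MEG, 645 and 897 in ERY, and 743 higher and 635 lower in MEG than in ERY. Unchanged genes in MEG, in ERY and between them numbered 11253, 12052 and 13205 with no expression limit, 5066, 5144 and 6354 with the median of all probe sets as the limit and 4971, 5049 and 6253 with the olfactory receptor limit, since more genes were tested. They numbered 1151, 1052 and 2159 with array weights, whose estimation did not converge, and 1305, 1325 and 1916 when both criteria were required. With both criteria, the clusters held 226 genes induced in MEG alone, 209 induced in ERY alone, 332 unchanged in both, 201 repressed in ERY alone and 142 repressed in MEG alone. The cluster unchanged in both held 2898 and 2819 genes with the 2 lower limits and 792 without HSPC arrays 1 and 2. Genes induced in both lineages numbered 447 to 991 with each array left out in turn, the most without HSPC replicate 1, 1356 without HSPC arrays 1 and 2, 263 without HSPC arrays 3 and 4, where MEG induced 955 genes, and 1051 with centring on ribosomal protein genes, which left 624 repressed in both. The difference in HSPC level of heptad-bound genes ranged from 0.144 to 0.245 with each array left out in turn, passed by ranks at the reported 0.194, and passed at 0.417, 0.412, 0.272 and 0.244 with the lower limits, without HSPC arrays 1 and 2 and without MEG arrays 1 and 3, and also without HSPC replicate 1 (permutation p = 0.0181); it was 0.0292 with centring on ribosomal protein genes, 0.135 with centring on expressed genes and 0.133 with the 7513 highest genes. The lower limits add almost only unlisted genes of low level, so 0.417 and 0.412 cannot be told apart from an effect of the limit. The difference in listed share between primed and nonprimed genes ranged from 3.90 to 11.3 percentage points with each array left out in turn. The percentiles of *Cdh5*, *Thbd*, *Plvap* and *Chd5* in HSPC were 35.1, 30.5, 20.8 and 9.24 with the median of all probe sets as the limit and 34.4, 29.7, 19.9 and 8.25 with the olfactory receptor limit, since more genes of low level count. Where no reason is given, the cause was not tested. Genes near the array background, such as *Cd226* in HSPC, have changes that the array can understate.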

Differences from the paper's values

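Unchanged genes numbered 2775 in MEG and 2768 in ERY, against about 1200 in the paper's Fig. 2A for each, read by eye. The definition used here is a nominal P above 0.05 or a change under 1.2-fold, as the paper words it. The paper also calls changes of 1.2-fold to 2-fold indeterminable. Here such a change at a nominal P above 0.05 counts as unchanged, and the expression limit is not the paper's. In the supplemental tables every gene printed as not changed has a printed fold under 1.2. Genes of a larger fold such as *Klf7* (1.28 in ERY) and *Evi5* (-1.49 in MEG) are blank, yet unchanged by the calls used here. *Fhdc1* (1.14 in MEG) is blank as well. For the genes of these tables the study did not count a fold above 1.2 as no change, unlike the calls used here. Of the alternatives set before the data were examined, 2 brought the values within 1.5 times of the paper's. They were array weights (1151 in MEG and 1052 in ERY, below the paper's) and both criteria required together (1305 and 1325, above it). The other alternatives did not. Genes induced in MEG numbered 1541 here, more than the paper states. They numbered 1477 with the 7513 highest genes as expressed and 1309 at an FDR of 1%, still more than in the paper. The test against the 2-fold threshold gave 578, fewer than in the paper. The reason for the difference was not tested.

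For *Ttc39b*, the fold change in MEG was 10.1, and the paper's value in Supplemental Table 1 is 18.17. With the mean over probe sets it was 13.7 and with centring on ribosomal protein genes 12.4, which lie within 1.5 times of the paper's value; with the other alternatives set in advance it did not.

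The paper puts 3 endothelial markers of the HSPC population below the 10th percentile of expressed genes. Here *Thbd* was at percentile 8.66 and *Plvap* at 4.71, while *Cdh5*, the gene of CD144, was at 11.5; the paper prints the symbol *Chd5*, whose percentile here was 2.44. Without HSPC replicate 2, on which *Cdh5* was highest, its percentile was 7.28; with each array left out in turn the range was 7.28 to 16.1 for *Cdh5*, 7.35 to 11.4 for *Thbd* and 3.38 to 8.84 for *Plvap*, all 3 highest without HSPC replicate 1.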

Other observations

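The tests of the gene lists reported in this part were set before any result was seen, and the members named from counts of 5 or fewer were chosen after their values were seen.

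In MEG, 4 of 8 genes of the interferon response rose, *Ifit1* (log2 fold change 2.58), *Usp18* (2.42), *Ddx58* (2.35) and *Rsad2* (2.19), and 1, *Ifi35*, fell (camera, adjusted p = 0.0479 for the list, adjusted p = 0.477 with an estimated correlation). The list no longer passed with the replicate block (adjusted p = 0.0601) or without 1 of 6 single arrays, at an adjusted p of 0.0512 without ERY replicate 2 to 0.150 without HSPC replicate 1. In ERY, *Rsad2* rose by 3.73 and *Bst2* fell by 1.01, and the list did not pass (adjusted p = 0.998). Of 18 autophagy genes, 4 rose in MEG, among them *Bnip3* (2.66), and 1, *Atg4b*, fell (adjusted p = 0.0668). Of 15 genes of globins and the red cell membrane, 6 fell in MEG and 2 rose, *Sptb* and *Tmod1* (adjusted p = 0.140). Of 15 genes of heme synthesis and iron uptake, 2 rose in MEG, *Cpox* and *Tfrc*, and 3 fell, *Alad*, *Slc11a2* and *Steap3* (adjusted p = 0.173); *Tfrc* lost its call without HSPC replicate 4 (adjusted p = 0.0501) and without MEG replicate 3 (adjusted p = 0.0517). Several of these genes lay close to the 2-fold threshold: without HSPC replicate 4 the changes were -0.89 for *Ifi35*, -0.87 for *Atg4b*, -0.94 for *Slc11a2* and, in ERY, -0.87 for *Bst2*, and without MEG replicate 3 they were 0.98 for *Sptb* and 0.73 for *Tmod1*, all short of a call.

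Of 5 lymphoid genes, 4 fell in MEG, led by *Cd79b* (-3.98), and all fell in ERY, led by *Nkg7* (-5.54; adjusted p = 0.0187 in MEG and 0.00291 in ERY, adjusted p = 0.260 and 0.110 with an estimated correlation). Of 3 mast cell and basophil genes, 2 fell in MEG, *Hdc* (-2.69) and *Cpa3* (-2.61), and all fell in ERY (adjusted p = 0.306 and 0.0866). Of 10 macrophage genes, only *Mertk* rose in MEG by the calls used here (adjusted p = 0.396 for the list). Of 9 endothelial genes, 4 fell in MEG, led by *Emcn* (-3.45), and 2 rose, *Pecam1* (2.16) and *Esam*, which platelets also carry (adjusted p = 0.601). In ERY, 6 fell and 3 rose, *Cdh5* (1.63), *Stab2* and *Lyve1*, genes of liver sinusoids (adjusted p = 0.202); *Stab2* was short of 2-fold without HSPC replicate 1, 3 or 4 or ERY replicate 1 or 2 (0.85 to 0.97). Of 29 ribosomal protein genes, *Rpl14* fell in both lineages (-1.33 in MEG and -1.17 in ERY, and -0.82 in ERY with centring on these genes), and the list's median was -0.38 in MEG (adjusted p = 0.0143, and adjusted p = 0.477 with an estimated correlation) and -0.31 in ERY (adjusted p = 0.0939).

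Regrouping the arrays at random did not give the counts of changed genes. For MEG and HSPC, the 8 arrays gave 3344 changed genes in their real groups, which only 1 of 35 possible splits into 4 and 4, the real one, reached; the highest of the other splits gave 0. For ERY and HSPC the counts were 3531 and 0, and for MEG and ERY 2853 and 0, again in 1 of 35 splits each. With 35 splits the share cannot fall below 1 in 35, and every other split mixes both populations in each group. The splits by themselves therefore do not exclude chance for the 3 counts.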
